# Integrative analysis of *in vivo* recording with single-cell RNA-seq data reveals molecular properties of light-sensitive neurons in mouse V1

**DOI:** 10.1007/s13238-020-00720-y

**Published:** 2020-04-29

**Authors:** Jianwei Liu, Mengdi Wang, Le Sun, Na Clara Pan, Changjiang Zhang, Junjing Zhang, Zhentao Zuo, Sheng He, Qian Wu, Xiaoqun Wang

**Keywords:** light sensitivity, *vivo*-seq, patch-seq, calcium imaging *in vivo*, whole cell recording *in vivo*

## Abstract

Vision formation is classically based on projections from retinal ganglion cells (RGC) to the lateral geniculate nucleus (LGN) and the primary visual cortex (V1). Neurons in the mouse V1 are tuned to light stimuli. Although the cellular information of the retina and the LGN has been widely studied, the transcriptome profiles of single light-stimulated neuron in V1 remain unknown. In our study, in vivo calcium imaging and whole-cell electrophysiological patch-clamp recording were utilized to identify 53 individual cells from layer 2/3 of V1 as light-sensitive (LS) or non-light-sensitive (NS) by single-cell light-evoked calcium evaluation and action potential spiking. The contents of each cell after functional tests were aspirated *in vivo* through a patch-clamp pipette for mRNA sequencing. Moreover, the three-dimensional (3-D) morphological characterizations of the neurons were reconstructed in a live mouse after the whole-cell recordings. Our sequencing results indicated that V1 neurons with a high expression of genes related to transmission regulation, such as *Rtn4r* and *Rgs7,* and genes involved in membrane transport, such as Na^+^/K^+^ ATPase and NMDA-type glutamatergic receptors, preferentially responded to light stimulation. Furthermore, an antagonist that blocks *Rtn4r* signals could inactivate the neuronal responses to light stimulation in live mice. In conclusion, our findings of the *vivo*-seq analysis indicate the key role of the strength of synaptic transmission possesses neurons in V1 of light sensory.

**Electronic supplementary material:**

The online version of this article (10.1007/s13238-020-00720-y) contains supplementary material, which is available to authorized users.

## Introduction

Visual perception involves the activity of neurons in the cerebral cortex. The ‘retino-geniculo-cortical’ pathway indicates the best-known route for visual information (Chalupa, 2003). In the rodent primary visual cortex (V1), pyramidal cells together with inhibitory neurons confer highly specific visual features, such as light sensitivity and perceptual discrimination (Niell and Stryker 2008; Bock et al., 2011). It has been found that pyramidal cells in layer 2/3 with a similar light orientation preferentially form synapses with each other (Lee et al., 2016). Specific types of interneurons in V1, such as parvalbumin (PV)- and somatostatin (SST)-positive interneurons, are also essential for modifying neuronal feature selectivity and improving perceptual discrimination (Lee et al., 2012; Hagihara and Ohki 2013). Recently, studies have indicated that direction-selective retinal ganglion cells (RGCs) deliver direction-tuned and orientation-tuned signals to superficial V1 (Cruz-Martin et al., 2014). However, the molecular properties of the light-sensitive neurons in the V1 cortex remain unclear. Single cell RNA sequencing (scRNA-seq) techniques give the potential to reveal the genetic characteristics of single neuron (Liu et al., 2017; Fan et al., 2018; Zhong et al., 2018). Especially, high-throughput single-cell RNA sequencing has been applied to identify significant and divergent transcriptional responses of V1 neurons to sensory experience (Hrvatin et al., 2018).

The patch-seq technique, a method that combines whole-cell electrophysiological patch clamp recording and single-cell RNA sequencing, was presented to link the molecular profile to its corresponding electrophysiological and morphological counterparts in individual neurons (Cadwell et al., 2016). To date, the patch-seq technique has been widely used on mouse brain slices (Fuzik et al., 2016) or single neurons in culture (Bardy et al., 2016; Chen et al., 2016; Li et al., 2016). However, the physical environment during whole-cell recording on brain slices is substantially different from the *in vivo* environment and the local circuitry related to acute stimulation is not able to be tested in the brain slices.

To address these questions, we developed a method for functional *in vivo* single cell RNA-seq (*vivo*-seq) analysis for combining intracellular calcium imaging, *in vivo* whole-cell patch clamp recording, and high-quality RNA sequencing of individual neurons at layer 2/3 of the mouse V1 cortex while the mouse was stimulated via light grating under light anesthetization. By labeling the cells at layer 2/3 of the mouse V1 via calcium indicator, the intracellular calcium response and action potential firing were recorded synchronously to the light stimuli. After the identification of the transient light response neurons, the target neurons were attracted and further mRNA sequenced. The *vivo*-seq analysis identified the molecular biomarkers that were involved in the signaling pathways of sensing light in V1, and suggested that the transmission strength and plasticity of synapse in V1 played an important role in light sensitivity of V1 neurons.

## Results

### *In vivo* recording identified neurons in layer 2/3 of V1 could be identified as LS- and NS-neurons

In our *vivo*-seq system (Fig. 1A), the intracellular calcium activity from individual neurons at layer 2/3 of the mouse V1 cortex were recorded while the mouse was stimulated via light grating under light anesthetization. The cells at layer 2/3 of the V1 cortex were labeled with the Ca^2+^ indicator Cal-520 AM (Figs. 1B and S1A), which shows sufficient sensitivity for the detection of a single action potential and a high signal-to-noise ratio (Li et al., 2017a, b). The sensory-induced calcium signal can be legibly detected in V1 cortical neurons of a lightly anesthetized mouse (Cruz-Martin et al., 2017). The right eye of the mouse was administered a 5-s visual stimulation of black-white drifting square-wave grating, with an inter-stimulation interval of 15 s and 5 repetitions of the visual stimulation in total. The calcium signals at a depth of ~120 μm in the V1 cortex were detected and recorded at a frequency of 30 frames/s, via a two-photon microscope equipped with two photomultiplier tubes (PMT) (Fig. 1C). The calcium response to the 5-time repeated visual stimulations was calculated immediately by the manual MATLAB (R2016a, MathWorks) program (Fig. 1D and 1E). We defined a positive calcium response as having a calcium amplitude above the threshold (SNR = 2) at the moment of light stimulation. A cell that showed ≥4 positive calcium responses in one round of testing with 5 repetitions of light stimulation was classified as a light-sensitive (LS) cell (Cell 1 and Cell 2). Non-light-sensitive (NS) cells were cells with ≤1 positive response to the light stimulation. The identified cells were further recorded and imaged, and the soma was extracted for RNA sequencing (Supplementary Video S1).

**Figure 1:**
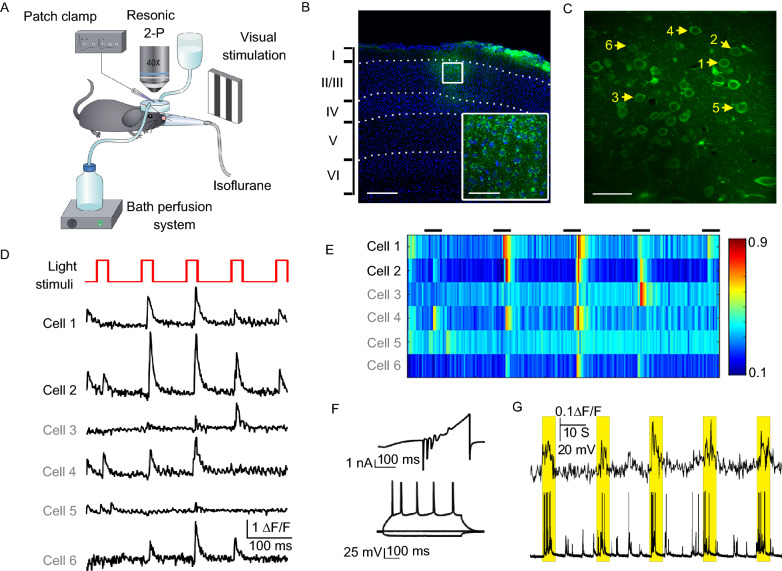
***In vivo*recording of light-sensitive neurons in layer 2/3 of V1**. (A) Overall view of the experimental arrangement of *in vivo* physiological recording with screening-evoked light stimulation. (B) Cal-520 AM labeled neurons in layer 2/3 of V1. Green, Cal-520 staining; blue, DAPI; white dotted line, laminar delimitation. Scale bar, 200 μm; scale bar of the insert, 50 μm. (C) Calcium imaging of Cal-520 AM labeling, with yellow arrows indicating the six target neurons. Scale bar, 50 μm. (D) Calcium response to light stimuli of six neurons in (C). Top panel (red): visual stimulation sequence starts with a stationary period of square-wave gating for 5 s, with an inter-pulse interval of 15 s. Cells 1 and 2 (black label) were defined as light-sensitive, and cells 3–6 (grey label) were excluded according to our inclusion criteria described in the methods. (E) Heat map of the calcium responses to light stimulation of the six neurons in (C). (F) Electrophysiological recording of a light-sensitive neuron. Upper panel: whole-cell current evoked by a 450 ms ramp voltage from −120 mV to +80 mV. Bottom panel: patterned action potential evoked by a stepped 500-ms current injection (−80 pA, 0 pA and 220 pA). (G) Representative dual recording of response (upper panel) and action potential firing (bottom panel) of one light-sensitive neuron. The yellow rectangle indicates the light stimulation period

To verify the calcium response evoked by the transient light stimuli, electrophysiological whole cell recording *in vivo* was applied. We used the ‘red’ channel for Texas Red fluorescence (620/60 nm) to trace the electrode filled with Texas Red and confirm the located neuron by its shadow. As the patch-clamp pipette (with a resistance of 7–10 MΩ) was approaching a target cell, we continuously ejected a solution that contained Texas Red and Neurobiotin from the tip with positive air pressure. When the electrode tip was sufficiently close to the target cell, we stopped ejection of the dye and applied negative air pressure to establish tight membrane sealing (> 1 GΩ), which was sustained for at least 2 min. A subsequent negative pressure was applied to rupture the membrane to form the whole-cell configuration, with an indication that the Texas Red diffused into the cytoplasm (Supplementary Video S2). A ramped I-V curve was applied to test the whole-cell current, including the inward sodium/calcium current and the outward potassium current (Fig. 1F, upper panel). The action potential firing was evoked by a stepped current injection (Fig. 1F, bottom panel). Furthermore, the calcium spikes and action potential were recorded at the same time as the light stimulation *in vivo*, showing the synchronic electrophysiological responses of a V1 cortical cell in response to light (Fig. 1G and Supplementary Video S3).

### Electrophysiological and morphological analysis of LS- and NS-neurons

Under the whole-cell patch clamp configuration, the Texas Red diffused into the cytoplasm (Fig. 2A, left panels). The morphology of the NS- and LS-neurons could be immediately imaged under the ‘red’ channel for Texas Red fluorescence in the two-photon microscope (Fig. 2B). The three-dimensional cellular morphology and structure of neurons were reconstructed using the z stack images and Imaris (Fig. 2A, right panel and Supplementary Video S4). In addition, the location of the neuron in the V1 was confirmed by the Neurobiotin staining after the *in vivo* recording (Fig. S1B), and the arbor complexity was quantified by the stratus area and dendritic complexity after the three-dimensional reconstitution. The distance from the soma to the longest dendritic terminal was calculated as the stratus area, and the dendritic complexity was determined by the numbers of primary, secondary and third dendritic intersections. In conclusion, there were no significant differences in the area under the longest dendrite and the dendritic complexity between NS- and LS-neurons (Fig. 2C and 2D). Next, we compared the electrophysiological properties of LS- and NS-neurons. The statistical analyses of capacitance and input resistance of the recorded neurons showed no difference (Fig. S2). Next, we recoded IPSC at 0 mV of holding potential and EPSC at −70 mV of holding potential form the two groups of neurons, respectively (Fig. 2E). We found that frequency of IPSC was higher but the amplitude of EPSC was lower in NS cells than LS cells (Fig. 2F).

**Figure 2:**
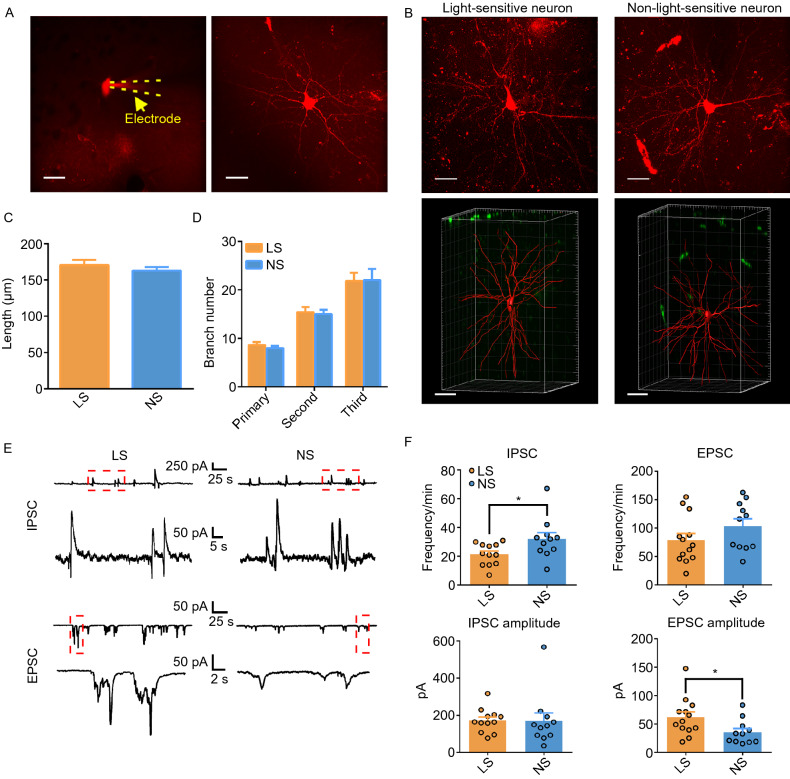
**Morphological analysis of LS- and NS-neurons in layer 2/3 of V1**. (A) Morphology of a patch clamp recorded neuron using resonic two-photon imaging. Left: Texas Red perfused into the cytoplasm through the electrode (yellow dotted line). Scale bar, 20 μm. (B) Morphology of the recorded neurons of the LS- and NS-groups under a two-photon microscope. Upper panel, Texas Red under *in vivo* imaging, scale bar: 20 µm; bottom panel, 3-D reconstruction of respective neurons (in red) with the background (in green). Scale bar, 30 μm. (C and D) Statistics of dendritic arbors of LS- and NS- neurons in V1. The dendritic morphology was assessed by quantifying (C) the distance from the soma to the longest dendritic terminal (*n* = 8 for LS and *n* = 7 for NS) and (D) the maximum number of primary, secondary and third intersections (*n* = 5 for LS and *n* = 5 for NS). Error bar, mean ± s.e.m. The significance was estimated based on the corrected *P* value using the unpaired *t*-test, *P* > 0.05 for non-significance. (E) Representative trace of spontaneous IPSCs (upper) and EPSCs (bottom) from light-sensitive neuron and non-light-sensitive neuron, respectively. (F) Statistics of IPSC frequency, IPSC amplitude (*n* = 12 for LS and *n* = 11 for NS), EPSC frequency and IPSC amplitude (*n* = 13 for LS and *n* = 11 for NS). Error bar, mean ± s.e.m. The significance was estimated based on the corrected *P* value using the unpaired *t*-test, *P* > 0.05 for non-significance

### Molecular properties of LS cells in V1

Since the morphological properties of LS- and NS-neurons have no significance but electrophysiological properties do, the transcriptomic profile of the two groups neurons would be further considered. For single-cell RNA sequencing, an autoclaved RNase-free pipette (with a resistance of 2–3 MΩ) was made to approach a target cell after calcium spike recording as previously described. When the electrode tip was sufficiently close to the target cell, we quickly sucked the soma into the pipette and collected the sample immediately after confirming that the soma entered by breaking the pipette tip (Fig. 3A and Supplementary Video S1). The internal pipette solution that contained the RNA-free pipette solution had an optimal volume of less than 1 μL (Cadwell et al., 2016).

**Figure 3:**
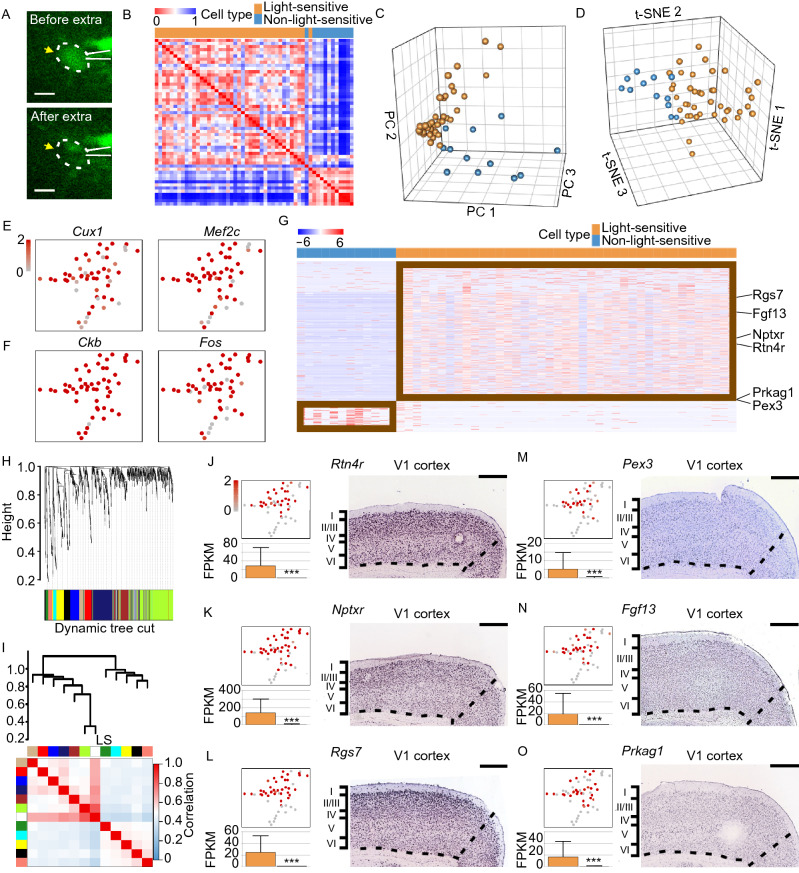
**Single-neuron transcriptome profile**. (A) Example of a neuron before and after soma extraction. The dotted line indicates the location of the soma, and the electrode is shown as white lines. Scale bar, 20 μm. (B) Pearson correlation heatmap of 53 cells from V1 of 24 mice. Clustering analysis separates light-sensitive (LS) and non-light-sensitive (NS) neurons. (C) Three-dimensional principal component analysis (PCA) of expression profiles of 20,183 genes detected in 53 sampled cells. (D) Three-dimensional representation of 53 samples using t-SNE. Cells are colored according to clustering as LS- and NS-cells. (E and F) Marker gene expression by cortical layer 2/3 neurons (E) and in primary visual cortical cells (F) overlaid onto the two-dimensional t-SNE. (G) Heatmap of log2 transformed gene expression of differentially expressed genes. Genes with P_adj_ < 0.05 and log2FoldChange > 2.5 or log2FoldChange < −2.5 were identified as differentially expressed genes. The differentially expressed genes were ranked in descending order based on their log2FoldChange value. (H) Gene dendrogram obtained by average linkage hierarchical clustering. The color underneath the row corresponds to the module assignment; each color represents a different assigned module. (I) Hierarchical clustering dendrogram (upper panel) and correlation heatmap (bottom panel) of the module eigengenes and the sample traits. Highly positive correlated branches were grouped together. The light-sensitive event (labeled as the white module) was correlated with colored gene modules in (H). Each cell in the matrix contains the corresponding correlation and *P*-value. Blue color represents a negative correlation, while red color represents a positive correlation. (J–O) Identification of differentially expressed genes between LS- and NS-neurons. Gene expression was overlaid onto the two-dimensional t-SNE, colored according to the FPKM normalized gene expression level. Expression quantitation is represented on the histogram as the mean ± s.d. The significance was estimated based on the *P* value computed by Deseq2, ** P_adj_ < 0.01, *** P_adj_<0.001. The expression pattern in V1 is shown as an ISH image (from Allen Brain Atlas). Scale bar, 420 μm

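Each soma was taken from layer 2/3 of the primary visual cortex (V1) of a mouse of 70 days. Its calcium responses to light had assigned it to the light-sensitive (LS) group or to the non-light-sensitive (NS) group, with at most 1 response. Its mRNA was amplified by Smart-seq2, a method that copies full-length transcripts of 1 cell into cDNA and multiplies them by PCR. No molecular identifiers were used, so reads of a gene are not independent molecules, and every interval given for reads or shares of cells covers counting error only. The authors trimmed the paired-end reads with AfterQC, aligned them to the mouse genome GRCm38 with STAR, counted them per gene with featureCounts, and gave FPKM (fragments per kilobase of transcript and 1000000 reads) with scater. Their deposited table holds FPKM of 63 cells, 46 LS and 17 NS, for 20183 protein-coding genes. The sample labels do not name the mouse of a cell, so the LS cells were treated as 1 sample and the NS cells as 1 sample. No test between the groups was therefore made, and every SD given is the spread between cells.
FPKM of a gene moves in steps of 1 read, and these steps were used to turn the values back into whole reads. This gave reads for 12095 genes with the exon length of the GENCODE M21 annotation and for 6821 genes with a length solved from the values, while 1263 genes with reads in too few cells stayed unsolved. Of the values above 0, 99.5% lay in solved genes, and 99.95% of those below 200 reads were whole within 0.01 of a read plus a rounding allowance. The totals behind the FPKM averaged 1000000 over the 63 cells, whereas the reads on the listed genes averaged 846921 per cell. The totals are therefore scaled ones, and all FPKM values of a cell are about 0.847 times those from its own reads on the listed genes. This factor differs little between cells and leaves ratios between LS and NS cells almost untouched.
Reads on the listed genes ran from 213460 to 2507606 per LS cell with a median of 905416, and from 141277 to 883565 per NS cell with a median of 287534. The NS libraries were thus shallower, which limits what can be detected in them. For a gene or a gene family, the group value was the mean FPKM over cells, as in the study, and the log2 ratio of the LS mean to the NS mean was used to compare groups. Summed reads were given exact Poisson intervals and shares of cells exact binomial intervals, both at 95%. The filters, gene families, gene lists, the rule for named genes and the alternative settings were chosen before the data were examined, except where a later choice is named, and these settings are called the alternatives set beforehand.

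**Figure D1:**
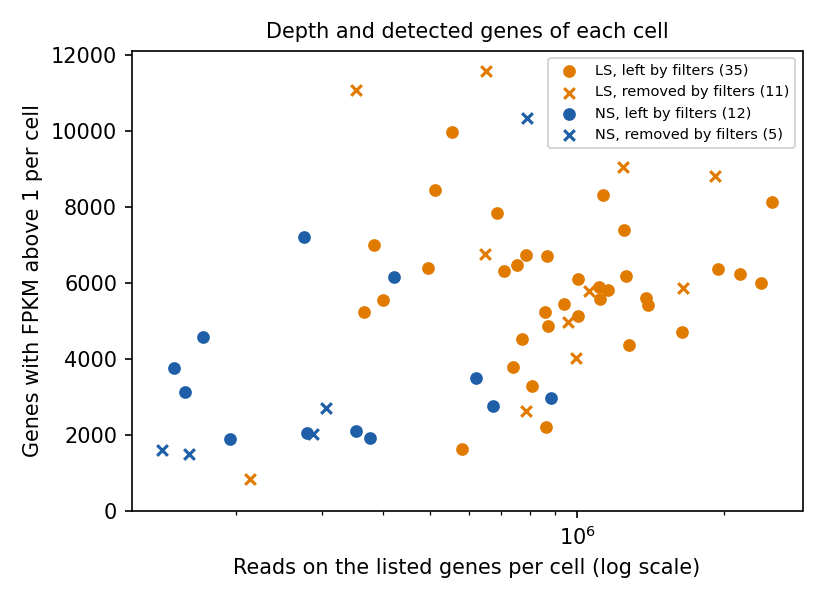
Reads on the listed genes (log scale, horizontal axis) and number of genes with FPKM above 1 (vertical axis) of the 63 cells, with 1 mark per cell, orange for LS and blue for NS, circles for the 47 cells left by the filters and crosses for the 16 cells removed. Most NS cells lie to the left of and below most LS cells, with medians of 287534 and 905416 reads over all cells of each group.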

After harvesting the cell contents, the single-cell mRNA was converted to cDNA and used to generate sequencing libraries following the protocol of Smart-seq2 (Cadwell et al., 2016). Cells with a low cDNA concentration (<1,000 pg/μL) (Fig. S3A) and poor sequencing quality (<1,000 genes) (Fig. S3B) were excluded from further analysis (3/63 cells). 

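The cell names in Fig. S3A mark LS_1 and NS_1 as the cells of low cDNA concentration, and the concentrations themselves were not used here. The number of genes with FPKM above 1 ran from 854 to 11581 over the 63 cells, with a median of 5571. Only LS_2, with 854 genes from 213460 reads, lay below 1000. These steps left 60 cells, 44 LS and 16 NS.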

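The deposited table lists the 13 protein-coding mitochondrial genes and no mitochondrial rRNA or tRNA gene. Their reads made up 0.258% to 11.6% of the reads on the listed genes over the 63 cells, with a median of 2.16%. As a share of summed FPKM, the highest value was 22.5%. The highest share by either measure was that of LS_43. No cell passed a limit of 25% by either measure, so this step removed 0 cells here.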

Cells with a high mitochondrial RNA fraction (> 25%) were also omitted (2/60 cells) (Fig. S3C). Moreover, one cell, which coexpressed a series of markers of different cell types, was considered as a contaminated cell. Hence, each cells was given co-expression scores and cells with scores greater than zero were discarded as well (5/58) (Fig. S3D).

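The score of a cell type is a product of FPKM values of its markers, so it is above 0 only in a cell with reads of each of them. The astrocyte score, from Gfap, S100b and Aqp4, was above 0 in 10 of the 60 cells, 7 LS and 3 NS. The oligodendrocyte score, from Olig1, Olig2 and Mbp, was above 0 in 1 further LS cell (LS_8). The score that joins excitatory (Slc17a7, Neurod2) and inhibitory (Gad1, Gad2) markers was above 0 in 2 more cells, LS_12 and NS_17. When each marker had to reach at least 1 FPKM, the astrocyte score removed 8 cells in place of 10.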

In total, 83 neurons were selected from 89 recording cells of 24 mice. After implementing the previously described calcium response criteria, 63 cells remained. For scRNA sequencing, 53 of 63 cells (84.1%) passed the quality control, including 41 light-sensitive (LS) cells and 12 non-light-sensitive (NS) cells. 

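The stated filters, applied to the deposited values, left 47 cells, 35 LS and 12 NS. The filtered LS cells had 366345 to 2507606 reads on the listed genes with a median of 871996, and the filtered NS cells had 149048 to 883565 with a median of 316310. With at least 1 FPKM required of each marker, 49 cells were left, 37 LS and 12 NS. Values are given over the 47 cells unless all 63 are named.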

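Over the 47 cells, 5261 genes per cell had FPKM above 1 on average (SD 1964) and 3999 had FPKM above 5 (SD 1367). LS cells had 5862 ± 1678 genes with FPKM above 1 (SD, n = 35 cells) and NS cells 3508 ± 1707 (SD, n = 12 cells). After each cell was thinned to 200000 reads, which left out 4 shallower NS cells, the means were 5819 in 35 LS cells and 3589 in 8 NS cells. Pairwise Pearson correlations of log2(FPKM + 1) over the 19398 genes that reached 1 FPKM in at least 1 cell had a median of 0.479 among the 595 pairs of LS cells, with quartiles of 0.411 and 0.528. Among the 66 pairs of NS cells the median was 0.0931, with quartiles of 0.0691 and 0.136. The scale changed this most, since linear FPKM gave medians of 0.605 for LS and 0.611 for NS cells, in which the order of the groups was lost. Linear correlations rest mostly on the few highest genes, and the highest of NS cells was Gm10800, whose reads need not come from mRNA. Pairs share cells and are not independent, so the quartiles are no error of the median.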

We detected 5,432 and 4,111 genes, on average, for which the fragments per kilobase of transcript per million total reads (FPKM) was greater than 1 or 5 per cell, respectively (Fig. S3E), with a median Pearson correlation of 0.58 for LS cells and 0.43 for NS cells (Fig. S3F), which indicates that NS may be more diverse than LS cells.

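Average linkage on 1 minus the Pearson correlation of log2(FPKM + 1), with the tree parted into 2 groups, placed all 35 LS cells (exact binomial interval 90.0% to 100%) and 11 of 12 NS cells (61.5% to 99.8%) in the larger group. The smaller group was a single NS cell, NS_15, with 1884 genes with FPKM above 1 from 194916 reads. Complete linkage gave the same shares, with another NS cell in the smaller group, of 3754 genes and 149048 reads. The share of cells in the larger group thus differed by 8.33 percentage points between LS and NS cells. On linear FPKM this difference was 75.0 percentage points, and with genes that reached 1 FPKM in at least 10% of cells it was 25.0 points. The linear tree also rests mostly on the highest genes, and the part of Gm10800 in it was not tested.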

Of 53 screened cells, two groups of cells were demonstrated by Pearson-correlation-based classification, which were mostly consistent with our functional definition of the LS- and NS-cells (Fig. 3B), suggesting that cells with the same functions may have similar transcriptomic profiles. After reducing the dimension of the expression profile of 20,183 genes detected in 53 cells, the LS- and NS-cells were clustered into two groups, using principal component analyses (PCA) (Fig. 3C) or t-distributed stochastic neighborhood embedding (t-SNE) algorithm (Fig. 3D). This clustering was not due to cDNA concentration deviation or experimental batch effects (Fig. S3G and S3H). 

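The first principal component of log2(FPKM + 1) over the 47 cells held 13.0% of the variance, and the second 5.47%. With the sign of the first component set to rise with the number of detected genes, all 12 NS cells lay below 0, from -185 to -63.2, and 5 of 35 LS cells did, with LS values from -117 to 99.7. On the second component the groups overlapped, with medians of -14.4 for LS and -16.4 for NS cells. The t-SNE maps were not analysed here.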

Transcriptome analysis indicated that all cells were confirmed as neurons because they expressed marker genes of pyramidal cells (*Neurod1*, *Neurod2*, and *Emx1*) or interneurons (*Calb1*, *Cck*, and *Slc6a1*) (Fig. S4A). These neurons demonstrated high expression levels of the genes *Cux1* (cut like homeobox 1), *Cux2* (cut like homeobox 2), and *Mef2c* (myocyte-specific enhancer-binding factor 2) (Figs. 3E and S4B), which indicates that these are cells located in cortical layer 2/3 of adult mice (Leifer et al., 1993; Moroni et al., 2009; Juliandi et al., 2012). Moreover, these cells also exhibited high expressions of *Ckb* (Creatine kinase B), *Fos* (c-Fos) and *Junb* (Jun-B) (Figs. 3F and S4C), which were reported in mouse V1 in a recent study using high-throughput scRNA-seq (Hrvatin et al., 2018).

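At least 1 read of the pyramidal markers Neurod1, Neurod2 or Emx1 was present in 35 of 47 cells (74.5%, exact binomial interval 59.7% to 86.1%). These were 30 of 35 LS cells (85.7%, 69.7% to 95.2%) and 5 of 12 NS cells (41.7%, 15.2% to 72.3%). Interneuron markers do not enter these shares, so a cell that had only those is not counted. Neurod1 had 568 reads over 21 LS cells and 0 reads over the 12 NS cells. Its pooled reads per total were 23.5-fold higher in LS, with 3 reads over the group as the floor for NS. The exact 95% lower limit of its pooled log2 ratio was 4.25 (counting error only). Cck had a mean of 1313 FPKM in LS cells and 42.3 FPKM in NS cells, where all its 276 reads came from NS_14.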

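Cux1 lies on chromosome 5 of GRCm38 from 136248135 to 136567490, Cux2 on chromosome 5 from 121856366 to 122050102 and Mef2c on chromosome 13 from 83504034 to 83667080. Reads of Cux1 were found in 35 of 35 LS and 8 of 12 NS cells, with means of 12.4 ± 14.7 FPKM (SD, n = 35 cells) and 17.997 ± 45.6 FPKM (SD, n = 12 cells). Cux2 had 10.5 ± 13.6 FPKM in LS cells (31 of 35 with a read) and 13.0 ± 20.8 FPKM in NS cells (8 of 12). These differences are far smaller than the spread between cells, and their direction changed with the summary, the medians over cells giving log2 ratios of 3.62 for Cux1 and 0.66 for Cux2 in place of -0.53 and -0.31. Mef2c had 52.1 ± 42.7 FPKM in LS cells and 9.18 ± 12.6 FPKM in NS cells, with reads in 34 of 35 and 9 of 12 cells.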

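Ckb (chromosome 12 of GRCm38, 111669361 to 111672338) had a mean of 853 ± 500 FPKM in LS cells (SD, n = 35 cells) and 631 ± 766 FPKM in NS cells (SD, n = 12 cells), with reads in 35 and 11 cells. Over all 63 cells its log2 ratio was -0.0056, so no direction is read from it. Fos (chromosome 12, 85473890 to 85477273) had 916 ± 2319 FPKM in LS and 149 ± 190 FPKM in NS cells, and reads in 30 of 35 and 8 of 12 cells. Junb (chromosome 8, 84974484 to 84978718) had 258 ± 384 FPKM in LS and 84.4 ± 132 FPKM in NS cells, and reads in 32 of 35 and 8 of 12 cells. For all 3 genes the SD between LS cells exceeded the difference between the means.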

To identify the molecular properties involved in the light sensitivity of neurons, the differentially expressed genes (DEGs) between the LS neurons and NS neurons were analyzed. 

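With 1 sample per group no gene was tested, and genes were instead named by size. The rule took genes with a read in at least 50% of the cells of the higher group, at least 50 CPM (reads of a gene per 1000000 reads on the listed genes) there, and at least 4 reads over the lower group. The largest log2 ratios of LS to NS were those of Spp1 (8.71), Chgb (7.88), Sdhc (7.80), Tpgs2 (7.69) and Nnat (7.58). Spp1 had 339 ± 1429 FPKM (SD, n = 35 cells) in LS cells, with reads in 22 of 35, and its 8 NS reads came from 1 of 12 cells. Chgb had 12717 reads over 30 LS cells and 4 reads over 3 NS cells. The smallest log2 ratios were those of Kif6 (-8.38), Cspg4 (-8.34), Gm4981 (-7.84), Cdk6 (-7.43) and Myh15 (-6.99). Each of these had reads in exactly 6 of 12 NS cells, with NS means of 21.4 to 59.3 FPKM and LS means of at most 0.206 FPKM. Most NS libraries also carried reads of sensory receptor genes that cortical neurons do not use (9 of 12 NS and 4 of 35 LS cells at or above 10% of the level of an even spread over exons). Over the 7461 genes with a mean of at least 50 CPM in either group, the median log2 ratio was -0.35, and 44.8% of them were higher in LS. All 10 genes named by size kept their direction under every setting that gave a value, but the sizes moved far. Over all 63 cells Sdhc had 1.68, Chgb 3.23 and Tpgs2 3.70, and after thinning to 200000 reads Cspg4 had -0.96. Single cells moved Spp1 to 6.94 (without LS_4), Chgb to 9.64 (without NS_7) and Nnat to 10.14 (without NS_16). They moved Kif6 to -6.27 (without NS_2) or -9.08 (without LS_31), and Cdk6 to -6.72 (without NS_4) or -8.17 (without LS_29). They also moved Cspg4 to -9.50 (without LS_7), Gm4981 to -6.66 (without NS_11) and Myh15 to -7.81 (without LS_6). With 1 sample per group, these ratios have no replicate check.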

Genes with P_adj_ < 0.05 and log2FoldChange > 2.5 or log2FoldChange < −2.5 were identified as DEGs (Fig. 3G). WGCNA was used to divide the DEGs into 11 modules by linkage hierarchical clustering, and each module showed independent validation to each other (Fig. 3H). To further quantify the entire modules, we consider the LS- and NS-events as a new module (white module), thus adding up to 12 modules via digitalizing. We subsequently calculate their eigengenes and cluster them onto their correlation (Fig. 3I). The twelve modules yield two main clusters: one cluster contained five modules that were uncorrelated to the LS events, while the other cluster contained six modules that included the LS event module. Notably, the genes in the light green module are highly positively correlated with light-sensitive events in the module-trait association diagram (correlation coefficient = 0.65). *Rtn4r* (also referred to as *Ngr1*, the nogo receptor 1), *Nptxr* (the neuronal pentraxin receptor) and *Rgs7* were in the light green module, which indicates these genes are potentially responsible for light stimulation. 

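Rtn4r, listed by its symbol and annotated as ENSMUSG00000043811, lies on the plus strand of chromosome 16 of GRCm38 from 18127642 to 18152408. It had a mean of 31.6 ± 42.4 FPKM in LS cells (SD, n = 35 cells) and 5.03 ± 17.4 FPKM in NS cells (SD, n = 12 cells), a log2 ratio of 2.65. Reads were found in 27 of 35 LS cells (77.1%, exact binomial interval 59.9% to 89.6%) and in 1 of 12 NS cells (8.33%, 0.211% to 38.5%). The LS cells held 3048 reads (exact Poisson interval 2941 to 3158) and the NS cells 93 (75.1 to 114), all in NS_14, so the NS mean rests on 1 cell and without it Rtn4r is listed at 0 in the NS group. Pooled over cells, reads per total gave a log2 ratio of 2.03 (interval 1.73 to 2.34, counting error only). The alternative set beforehand that moved the ratio most was the mean of log2(FPKM + 0.1), which gave 4.96, and the lowest value, 1.51, came from all 63 cells, where 2 of 17 NS cells had reads. Among the cells with few reads on sensory receptor genes (31 LS and 3 NS, NS_14 among them), a choice made after the data were seen, it was 0.51.
Nptxr, on chromosome 15 from 79786351 to 79804766, had 155 ± 157 FPKM in LS and 4.49 ± 8.29 FPKM in NS cells, a log2 ratio of 5.11, with reads in 34 of 35 and 3 of 12 cells. Rgs7, on chromosome 1 from 175059087 to 175492500, had 24.2 ± 28.7 FPKM in LS and 0.244 ± 0.845 FPKM in NS cells, a log2 ratio of 6.63, with reads in 31 of 35 cells and in 1 of 12, NS_14 again. Its 14 NS reads leave the pooled log2 ratio between 4.85 and 6.47 from counting error. NS_17, which the joint excitatory and inhibitory score removes, had reads of all 3 genes, and with it and the other removed cells the log2 ratios of Nptxr and Rgs7 were 3.02 and 3.27. The co-expression modules were not analysed here. From the module that holds these genes, the paper proposes that they take part in the response to light.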

Further analysis suggests that the mRNA expressions of these genes are high in LS cells compared to NS neurons and are expressed in V1 cortical neurons (Fig. 3J–L). *Rtn4r*^*+*^ cells were more in layer II/III than in deep layers, while *Nptxr*^*+*^ and *Rgs7*^*+*^ cells distributed relatively general in all layers. Importantly, these genes have been reported to mediate intralaminar synaptic plasticity in the visual pathway of light experience (Sia et al., 2007; Stephany et al., 2014; Gerber et al., 2016; Sarria et al., 2016; Stephany et al. 2016a, b; Lee et al., 2017), which indicates that synapses of light-active neurons in mouse V1 are potentially strengthened and maintained through competitive processes that require specific transcriptional regulation.

In addition to the well-studied genes involved in the visual system, we found that *Pex3* (peroxisomal biogenesis factor 3), *Fgf13* (fibroblast growth factor 13) and *Prkag1* (protein kinase AMP-activated non-catalytic subunit gamma 1) were also highly expressed in LS cells, which indicates their potential roles in regulating the light sensitivity of neurons in V1 (Fig. 3M−O). These genes contribute to the transmitter vesicle assembling (Lam et al., 2010), are responsible for axonal terminal growth (Wu et al., 2012), or manipulate the AMPK signal pathway (Gao et al., 1996), thus suggesting that LS neurons might be more compatible for light-evoked input transduction and signal processing in V1.

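Pex3 (chromosome 10 of GRCm38, 13523842 to 13553142) had a mean of 5.55 ± 10.0 FPKM in LS cells (SD, n = 35 cells), with reads in 21 cells, and 0.211 ± 0.730 FPKM in NS cells (SD, n = 12 cells), where its 5 reads came from NS_4 alone. Its log2 ratio was 4.72, and pooled reads put it between 3.69 and 6.54 by counting error. Fgf13 (chromosome X, 59062145 to 59568071) had 20.8 ± 36.8 FPKM in LS cells, with 3426 reads in 28 of 35. It had 0 reads in the 12 NS cells (0%, exact binomial interval up to 26.5%). With 3 reads over the NS group as a floor, its pooled reads per total were 142-fold higher in LS cells. The exact 95% lower limit of its pooled log2 ratio was 6.85 (counting error only). Over all 63 cells, 1 of 17 NS cells had reads of Fgf13 and the log2 ratio was 5.38. Prkag1 (chromosome 15, 98812797 to 98831521) had 15.6 ± 26.3 FPKM in LS cells, with reads in 22 of 35, and 0.0972 FPKM in NS cells from 2 reads in NS_12. Its log2 ratio was 7.33, and counting error alone spans 4.01 to 8.91 for pooled reads.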

To further characterize the the LS- and NS-populations, we mapped *vivo*-seq cells with high-throughput scRNA-seq dataset of mouse visual cortex (Hrvatin et al., Hrvatin et al. 2018). Since our study focused on the neurons in layer 2/3 of mouse V1, we first extracted layer 2/3 excitatory neurons and inhibitory neurons from all cells based on the expression of known layer markers *Cux1*, *Cux2* and *Rorb* (Figs. S5A−D). Namely, neurons from clusters with high expression of *Cux1* and *Cux2* but rare expression of layer 4 marker gene *Rorb* were considered as layer 2/3 neurons (Figs. S5A−D) (Cubelos et al., 2015; Gray and Yao 2017). We conducted canonical correlation analysis (CCA) and reduced the dimensionality of both datasets onto the same two-dimensional space using t-SNE, which allowed the identification of 10 excitatory neuron and 4 interneuron clusters based on the expression of variable genes shared between both datasets (Figs. S5E and S5F). Namely, 78% LS neurons (32/41) and 75% NS neurons (9/12) were founded in the excitatory neuron clusters, while 22% LS neurons (9/41) and 25% NS neurons (3/12) were in the interneuron clusters (Fig. S5G). 

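The mapping to the other dataset was not analysed here, and the marker genes of the deposited table give only a different measure. More FPKM of Slc17a7 and Neurod2 than of Gad1 and Gad2 was found in 30 of 35 LS cells (85.7%, exact binomial interval 69.7% to 95.2%) and in 2 of 12 NS cells (16.7%, 2.09% to 48.4%). The opposite held in 4 LS cells (11.4%, 3.20% to 26.7%) and 6 NS cells (50.0%, 21.1% to 78.9%). None of the 4 genes had a read in 1 LS and 4 NS cells. Gad1 had means of 15.5 FPKM in LS and 82.6 FPKM in NS cells, and Slc17a7 had 66.1 and 2.51 FPKM. Cells with reads of all 4 genes had been removed, while cells with fewer of them, of both classes, were kept, and all shares are of the 35 LS and 12 NS cells that remained.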

We then asked whether the LS- and NS- neurons preferentially fall into excitatory or interneuron subclusters. Thus, we counted the number of cells from vivo-seq in each subcluster and found that LS- and NS- neurons were mapped into 8 excitatory neuron subclusters and 3 interneuron subclusters but not the Ex-2, Ex-10 and Int-3 (Fig. S5H).

### *Rtn4r* was identified as the marker gene highly correlating to the light stimuli

Among the up-regulated genes in LS neurons rather than NS neurons, *Rtn4r* (Nogo receptor 1, Ngr1) has been reported to mediate the intralaminar synaptic connectivity of visual cortical interneurons or a subclass of PV^+^ interneurons (Stephany et al., 2014; Stephany et al. 2016a, b). To verify whether Rtn4r disturbs the visual plasticity, an antagonist of Rtn4r, NEP1-40, was utilized (Fig. 4A and 4B). After the neuron was confirmed as a LS neuron, NEP1-40 was applied through the capillary puffing around the neuron constantly for 50 min. The light-evoked calcium responses were abolished after NEP1-40 treatment in these neurons, and the deficiency could be rescued after the drug was washed out in the same cells (Fig. 4C−F). The vehicle application, used as a control, could not change the light response of the LS neurons to the stimulation. Moreover, we also analyzed the cells, which responded to light stimulus less than twice (out of five times). Spontaneous calcium event counts were counted without light stimulation, before and after NEP1-40 or vehicle treatment, in these cells **(**Fig. S6). The results showed that the calcium activities were not blocked by either NEP1-40 (*n* = 15) or vehicle (*n* = 16) treatment, indicating that the neural basic calcium activities were not blocked by NEP1-40 (Fig. S6**)**. These results indicate that Rtn4r plays a key role in regulating the light sensing of LS neurons.

**Figure 4:**
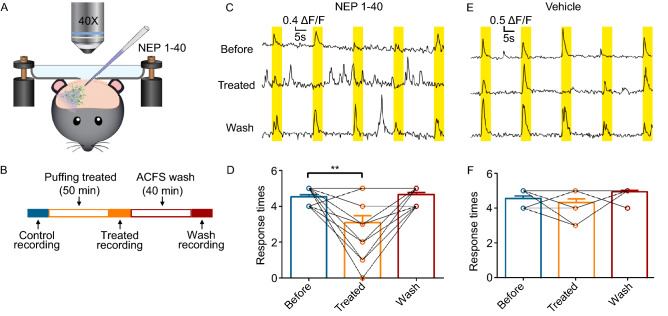
**Rtn4r regulates the light sensitivity of neurons in V1**. (A) Schematic of the *in vivo* puffing of NEP1-40. (B) Flow diagram of calcium recording with the NEP1-40/vehicle treatment. (C) Representative calcium response trace of LS neuron to light stimulation with the NEP1-40 treatment. The yellow rectangle indicates the light stimulation period. (D) Statistical histogram of the light response counts under the NEP1-40 application, *n* = 21 neurons from 5 mice. (E) Representative calcium response trace of LS neurons to light stimulation with the vehicle as a control, and the statistical histogram is shown in (F), *n* = 13 neurons from 3 mice. Error bar, mean ± s.e.m. The significance was estimated based on the corrected *P* value using the paired *t*-test, **P < 0.01

### Signals and neurotransmitters in LS neurons

To further investigate the specific biological properties of LS neurons, gene ontology (GO) analysis was applied to the 200 most highly expressed genes of these cells. 

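Ranked by mean CPM, the 10 highest genes in the 35 LS cells were Ptgds, Lars2, mt-Co1, mt-Cytb, Fth1, mt-Nd1, Camk2a, Apod, Actb and mt-Nd5. Ptgds had a mean of 11120 CPM in LS and 1431 CPM in NS cells. Lars2 had 10019 CPM in LS cells, and mt-Co1 had 9659 CPM. Camk2a, a kinase gene of excitatory neurons, had 5547 CPM in LS and 4794 CPM in NS cells. Apod had 4792 CPM in LS and 395 CPM in NS cells. The gene ontology enrichment was not analysed here.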

Genes were enriched into 21 GO terms and divided into 4 clusters, including response to the visual stimulus, cellular signaling, ion transporters and synaptic transmission regulation (Fig. 5A). Neurons dynamically tune their excitability via the integration of transmembrane ion channels and transporters and accomplish afferent and efferent communications by receptor-dependent transmitter release (Hucho 1993; Hille 2001; Arganda et al., 2007). Most of the information regarding the transcriptome profiles of transmembrane ion channels, ligand-gated inotropic channels and metabotropic (G protein-coupled) receptors of neurons was collected in our vivo-seq (Fig. 5B−D). 

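Of each family the genes found in the deposited table were averaged within a cell, and these values were averaged over the 35 LS and the 12 NS cells. For voltage-gated Cl channels (8 genes) the means were 5.62 FPKM in LS and 8.53 FPKM in NS cells, and for Ca-activated K channels (9 genes) 4.89 and 11.1 FPKM. The 8 Cl channel genes lack Clcn4, listed under an older symbol, with 49.3 FPKM in LS and 1.16 FPKM in NS cells. With it, a choice made after the data were seen, the means were 10.5 and 7.71 FPKM. The direction was then reversed, with a log2 ratio of 0.44. AMPA receptors (4 genes) had 24.5 and 25.3 FPKM, and delta receptors (2 genes) 2.73 and 5.86 FPKM. Nicotinic acetylcholine receptors (15 genes) had 1.84 FPKM in LS and 9.46 FPKM in NS cells, and ionotropic serotonin receptors (2 genes) 3.41 and 0.714 FPKM. Metabotropic glutamate receptors (8 genes) had 7.01 and 6.71 FPKM, metabotropic GABA receptors (2 genes) 28.4 and 17.1 FPKM, and metabotropic serotonin receptors (12 genes) 1.39 and 2.25 FPKM. Dopamine receptors (4 genes) had 2.91 and 1.35 FPKM and cannabinoid receptors (2 genes) 4.38 and 10.3 FPKM. In every one of these 11 families the SD between cells of at least 1 group exceeded the difference between the means. Over the alternatives set beforehand the log2 ratio stayed below 0 for nicotinic receptors (-2.91 to -1.43) and metabotropic serotonin receptors (-3.44 to -0.01), and above 0 for metabotropic GABA receptors (0.23 to 2.75). Leaving out 1 cell reversed the ratio of metabotropic serotonin receptors to 0.39, and that of metabotropic GABA receptors was -0.59 among the cells with few reads on sensory receptor genes, a choice made after the data were seen. Among the same cells nicotinic receptors had -1.06 in place of -2.36, so part of their higher NS level may be background. In the other 8 families at least 1 alternative reversed the direction. Leaving out 1 cell also moved dopamine receptors from 1.11 to 3.18 (without NS_6), cannabinoid receptors from -1.24 to -0.032 (without NS_13), ionotropic serotonin receptors from 2.25 to 0.55 (without LS_14), Ca-activated K channels from -1.19 to -0.34 (without NS_11) and AMPA receptors from -0.046 to 1.11 (without NS_16).

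**Figure D2:**
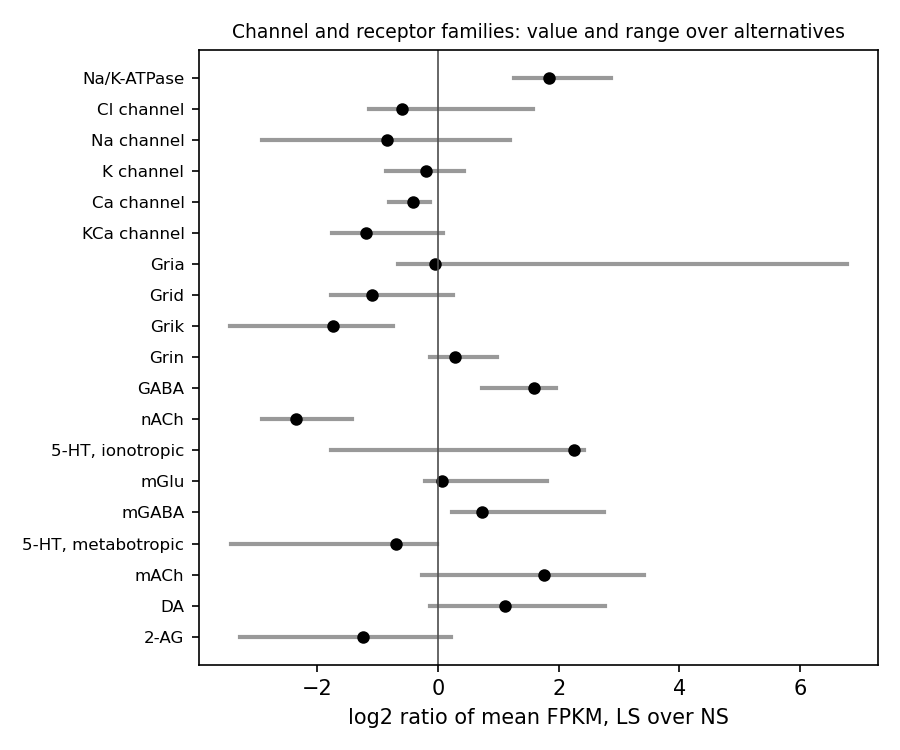
Log2 ratio of mean FPKM in LS over NS cells (horizontal axis) for 19 families of channels and receptors (vertical axis). The Cl and Na channel families are drawn without Clcn4 and Scn2a, which are listed under older symbols. Black points are the values over the 47 cells, grey lines run from the lowest to the highest value over the alternatives set beforehand (single cells left out are not drawn), and the vertical line marks 0. The grey line lies to the right of 0 for Na/K-ATPase, GABA and metabotropic GABA receptors and to its left for Ca channels, kainate (Grik), nicotinic and metabotropic serotonin receptors, and it crosses 0 for the other families.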

We used the unpaired Welch’s two-sample t-test to determine whether two groups were significantly different from each other. Among the transmembrane proteins, the components that generate an action potential, including potassium, sodium and calcium channels, are consistent in the LS- and NS-groups.

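For voltage-gated K channels (43 genes) the mean over cells was 6.60 ± 4.16 FPKM in LS (SD, n = 35 cells) and 7.54 ± 5.97 FPKM in NS cells (SD, n = 12 cells). Na channels (13 genes) had 9.45 ± 8.27 and 17.0 ± 18.3 FPKM, and Ca channels (18 genes) 9.51 ± 4.94 and 12.7 ± 8.83 FPKM. The log2 ratios were -0.19, -0.85 and -0.42. Each difference was smaller than the SD between NS cells. The 13 Na channel genes lack Scn2a, listed under an older symbol, with 14.7 FPKM in LS and 2.57 FPKM in NS cells. With it, a choice made after the data were seen, the log2 ratio of Na channels was -0.70. The ratio of K channels changed direction in reads pooled over cells (0.20) and that of Na channels in cells with more excitatory than inhibitory markers (1.20, with 2 NS cells), whereas that of Ca channels lay between -0.81 and -0.14 over the alternatives set beforehand.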

**Figure 5:**
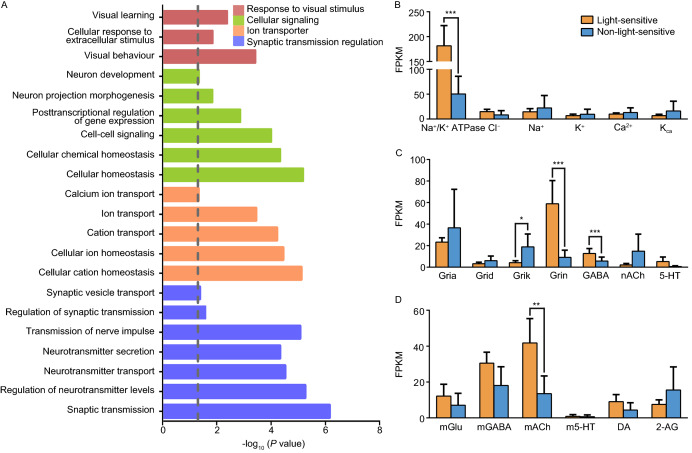
**Enriched gene ontology analysis**. (A) Histogram of the enriched GO terms of differentially expressed genes from the pairwise comparison of light-sensitive and non-light-sensitive cells. Dotted line, *P* = 0.05. (B–D) Quantitative expression of ion channel and membrane receptor genes in light-sensitive and non-light-sensitive cells. Genes include Na^+^/K^+^-ATPase, voltage-gated Cl^−^, Na^+^, K^+^, Ca^2+^, and Ca^2+^-activated K^+^ ion channels in (B); ligand-gated ionotropic channels of AMPA-, delta-, kainite- and NMDA-type glutamatergic receptors (Gria, Grid, Grik, and Grin, respectively); GABAergic (GABA), nicotinic acetylcholinergic (nACh) and serotonergic (5-HT) receptors in (C); metabolic glutamatergic (mGlu), GABAergic (mGABA) receptors, 5-HT, muscarinic acetylcholine (mACh), dopamine (DA) and 2-arachidonoylglycerol (2-AG) receptors in (D). Error bar, mean ± s.e.m. The significance was estimated based on the corrected P value using the unpaired t-test, *P < 0.05, **P < 0.01, ***P < 0.001

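Genes of the Na/K-ATPase, the pump that exchanges sodium for potassium across the membrane, had a mean over 7 subunits of 157 ± 81.5 FPKM in LS cells (SD, n = 35 cells) and 43.8 ± 47.3 FPKM in NS cells (SD, n = 12 cells), a log2 ratio of 1.84. The difference of the means was larger than the SD between cells of either group. For comparison, 8 genes of neurons in general had a median log2 ratio of 2.19, and 10 genes used by nearly all cells 1.12. The ratio of this family was thus not set apart from less neuronal RNA in NS libraries. Atp1b1 (chromosome 1 of GRCm38, 164437109 to 164458355) had 222 ± 144 and 25.3 ± 65.8 FPKM, with reads in 34 of 35 LS and 3 of 12 NS cells. The alternative set beforehand that moved the family most was the mean of log2(FPKM + 0.1), which gave 2.86, and the lowest value, 1.26, came from averaging the log2 ratios of the genes. Leaving out each cell in turn gave 1.72 to 2.19.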

Na^+^/K^+^-ATPase, which also functions as a signal transducer to regulate intracellular calcium in the retina (Plossl et al., 2017) and visual cortex (Meisami and Timiras 1974), showed higher mRNA expression in LS neurons than in NS neurons (*P* < 0.00001) (Fig. 5B). Considering that Na^+^/K^+^-ATPase participates in intracellular calcium signaling (Aperia et al., 2016), our data suggest that light stimulation triggers more calcium oscillations in LS neurons than in NS neurons. In addition, the subunits of the NMDA receptor (*P* < 0.00001) and kainite receptor (*P* < 0.05) are differentially expressed in the LS- and NS-groups. 

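The kainate receptor genes (Grik1 to Grik5) had a mean of 4.60 ± 5.22 FPKM in LS (SD, n = 35 cells) and 15.4 ± 19.2 FPKM in NS cells (SD, n = 12 cells), a log2 ratio of -1.74. They were thus lower in LS cells, by less than the SD between NS cells, and the ratio lay between -3.45 and -0.75 over the alternatives set beforehand. Grik1 had 1 read over the 35 LS cells and 523 reads over 4 NS cells, and Grik3 had 133 reads over 4 LS and 1171 over 5 NS cells. Grik4 and Grik5 had log2 ratios of 0.35 and 0.39.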

The ligands of both receptors are both glutamate, which can excite neurons. And Grin was highly expressed in LS neurons. 

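The 7 NMDA receptor genes (Grin1, Grin2a to Grin2d, Grin3a and Grin3b) had a mean of 10.7 ± 7.27 FPKM in LS (SD, n = 35 cells) and 8.83 ± 7.84 FPKM in NS cells (SD, n = 12 cells), a log2 ratio of 0.28, and 4 of the 7 were higher in LS. The difference is well within the spread between cells. Its direction reversed in cells thinned to 200000 reads (-0.13), in pooled reads (-0.059) and in the mean of the genes' log2 ratios (-0.059). Grin1 (chromosome 2 of GRCm38, 25291181 to 25319187) had 40.3 ± 31.1 FPKM in LS and 22.7 ± 39.2 FPKM in NS cells, with reads in 34 of 35 and 5 of 12. Grin2b (chromosome 6, 135713233 to 136173511) had 19.4 ± 17.5 and 6.25 ± 8.77 FPKM.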

The majority of ionotropic GABA receptors also have different expression levels in LS- and NS-neurons (*P* < 0.001) (Fig. 5C). 

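The 18 ionotropic GABA receptor genes found in the deposited table had a mean of 10.8 ± 7.90 FPKM in LS cells (SD, n = 35 cells) and 3.59 ± 3.31 FPKM in NS cells (SD, n = 12 cells), a log2 ratio of 1.59, and 12 of the 18 were higher in LS. The difference was slightly smaller than the SD between LS cells. The ratio lay below the median of 2.19 of genes of neurons in general, so less neuronal RNA in NS libraries was not set apart. Over the alternatives set beforehand the ratio of the family lay between 0.73 and 1.95.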

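Over the 5 muscarinic acetylcholine receptor genes (Chrm1 to Chrm5), LS cells had a mean of 27.1 ± 23.6 FPKM (SD, n = 35 cells) and NS cells 8.05 ± 14.7 FPKM (SD, n = 12 cells), a log2 ratio of 1.75. The difference between the means was smaller than the SD between LS cells. This ratio, too, lay below the median of 2.19 of genes of neurons in general. Reads of the family were present in 33 of 35 LS cells and 9 of 12 NS cells (75.0%, exact binomial interval 42.8% to 94.5%). The median over cells was 20.5 FPKM in LS and 1.92 FPKM in NS cells. Most NS libraries also carried reads of sensory receptor genes, so a read there need not mean expression. Chrm1 (chromosome 19 of GRCm38, 8663789 to 8683587) carried most of it, with 126 ± 118 FPKM in LS and 26.2 ± 47.1 FPKM in NS cells. Chrm3 was lower in LS cells, with 4.55 against 13.0 FPKM. Chrm4 and Chrm5 had 91 and 116 LS reads and 0 NS reads. When each gene with reads in both groups was given equal weight, the direction reversed, with a mean log2 ratio of -0.27. Leaving out 1 NS cell, NS_16, raised the ratio of the family to 2.72.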

We also observed that the NS neurons lack appreciable mRNA expression of the muscarinic acetylcholine receptors (mAChR), which have a significant expression in the LS neurons (*P* < 0.01) (Fig. 5D). Together, our results suggested that the sensory-evoked neurons possess stronger transmembrane conduction, including ion transport, synaptic transmission, and intracellular calcium variation.

## Discussion

In this work, we have illustrated that light-sensitive V1 neurons are functionally and transcriptionally correlated, and we also identified several molecular markers of these cells. Similar to the high-throughput RNA sequencing data sets in mouse V1 after chronic light exposure (Hrvatin et al., 2018), our transcriptome data showed that the sensory-stimulation-induced expression across most neurons contained regulator genes. The fastest known transcriptional response in any setting is the induction of immediate-early genes (IEGs), including *Fos*, *Junb* (Okuno, 2011). 

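All 11 immediate-early genes on a fixed list (Fos, Fosb, Junb, Jun, Egr1, Egr2, Egr4, Arc, Npas4, Nr4a1 and Ier2) had a higher mean FPKM in LS than in NS cells, with a median log2 ratio of 1.33. Arc stood at 0.02, from 11 of 35 LS cells and 1 of 12 NS cells with reads. By mean CPM Arc was slightly lower in LS cells, with 74.5 against 74.8 CPM. Over all 63 cells 10 of the 11 were higher in LS, and Npas4 had a log2 ratio of -1.16. A choice made after the data were seen was the cells with few reads on sensory receptor genes (31 LS and 3 NS). Among them 5 of the 7 genes with a ratio were higher in LS, with a median of 0.68. Fos had a log2 ratio of 2.62, from 92446 LS and 3175 NS reads, with 1.94 when LS_39 is left out and 1.33 among the 30 LS and 2 NS cells with more excitatory than inhibitory markers. Junb had 1.61, from 22173 LS and 1115 NS reads. Nr4a1 had 2.56 and Egr1 1.21, the latter with reads in 35 of 35 LS and 9 of 12 NS cells. For comparison, 10 genes used by nearly all cells had a median log2 ratio of 1.12, with 9 of them higher in LS.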

Not surprisingly, in our data, these neuronal activity response genes showed significantly higher expression in LS- than NS-neurons. In the brain, IEGs are linked to neural activity. These genes are constitutively expressed, but in weak basal levels (Kaczmarek and Chaudhuri 1997). Behavioral stimulation causes related neuron activity, which leads to DNA double-strand breaks in the promoter. As a result, neuronal IEGs are transcribed and the expression is dramatically increase (Flavell and Greenberg, 2008; Madabhushi et al., 2015; Hrvatin et al., 2018). Furthermore, genes that influence the transmission strength and synapse plasticity during the individual selection of superior neurons and elimination of inferior neurons such as *Rgs7*, also showed differential expression between the LS- and NS- groups (Gerber et al., 2016; Sarria et al., 2016). It is reported that the levels of RGS proteins determine key parameters of ON-bipolar cell light responses: kinetics, amplitude, and light sensitivity (Sarria et al., 2016). Another LS neuron specific gene, *Nptxr*, has been hypothesized to be involved in activity-dependent synaptic plasticity (Sia et al., 2007; Lee et al., 2017), as well as synaptic maturation through PV^+^ interneurons in V1 (Pelkey et al., 2015). Nptx1/2-expressing RGCs project to dorsal lateral geniculate nucleus (LGN) neurons (Bjartmar et al., 2006) and precisely map the visual cortex pattern (Cang et al., 2005). Thus, the high expression of *Nptxr* would indicate that it plays a key role in the visual ‘retino-geniculo-cortical’ pathway of light experience.

Rtn4r is attached to the plasma membrane by a lipid anchor. Once Rtn4r is activated by protein binding, it is proposed to transduce a signal from these ligands through one or more transmembrane “co-receptors”, such as Lingo, TROY (aliases: Tnfrsf19) and p75 (aliases: Ngfr), to activate the small GTPase RhoA (Stephany et al. 2016a, b). RhoA is known to play a key role in regulating neuronal morphology during development, synapse formation, spine dynamics and synaptic plasticity (Thomas et al.,^2018^). In our *vivo*-seq data, *RhoA* was also identified as a DEG that highly expressed in LS cells and clustered into the dark blue module in the gene dendrogram, which indicated close association with LS neurons. Thus, it is suggested that Rtn4r may play a critical role in regulating synaptic stability and elimination. However, how this Rtn4r-RhoA signaling pathway regulates anatomical plasticity and/or synaptic plasticity requires further exploration.

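Rhoa (chromosome 9 of GRCm38, 108306129 to 108337934) had a mean of 20.4 ± 24.1 FPKM in LS cells (SD, n = 35 cells) and 3.36 ± 6.86 FPKM in NS cells (SD, n = 12 cells), a log2 ratio of 2.60. Reads were found in 31 of 35 LS cells and 5 of 12 NS cells, 6786 and 123 in all. Over all 63 cells the log2 ratio was 0.99, with reads in 40 of 46 LS and 7 of 17 NS cells. Leaving out NS_9 alone raised it to 3.46.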

To follow the success of the Patch-seq by Fuzik et al and Cadwell et al (Cadwell et al., 2016; Fuzik et al., 2016), we further tried to connect the single cell transcriptome profiles with the sensory-evoked function *in vivo*. Our whole-cell recording in LS neurons indicated that the action potential firing, followed by the intracellular calcium evaluation, was strongly associated with the light stimulation on the eye. Our analysis data suggest the rapid physiological responses of LS neurons might be attributed to the higher expression level of transmembrane proteins, such as Na^+^/K^+^-ATPase, ionotropic glutamate and GABA subtype receptors. It is well known that glutamatergic transmission mainly relies on the N-methyl-D-aspartate (NMDA) receptor, α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptors, delta receptors and kainite receptors expressed in neurons (Traynelis et al., 2010). Our single cell membrane channel analysis reveal that the expression of *Grin*, encode subunits of NMDA receptor (Paoletti et al., 2013), was higher in LS neurons (Fig. 5C). Considering the higher density of postsynaptic receptors can induce the higher amplitude of EPSC (O’Brien et al., 1998), the higher amplitude of EPSC may be caused by the higher expression level of *Grin* in LS neurons. Previous and current studies have indicated the mechanisms of NMDA receptor-induced LTD and LTP that account for key aspects of experience-dependent synaptic modification in the visual cortex (Kirkwood et al., 1996; Li et al., 2017a, b), as well as the GABAa receptor-dependent intracortical inhibitory inputs, are suggested to be involved in regulating the orientation tuning of the spike responses in the visual cortex (Pei et al., 1994; Ding et al., 2017). These results suggest that gene-transcription-regulated synaptic transmission dynamically promotes the light sensitivity of a subtype of V1 neurons. In addition, preliminary studies have reported that ACh application could increase neuronal orientation and direction selectivity in the cat V1 (Sillito and Kemp 1983; Sato et al., 1987); moreover, recent studies have also indicated that the mAChR could regulate the neuronal activity in V1 to improve the light contrast sensitivity in monkeys (Herrero et al., 2017), which was consistent with our sequencing data that LS neurons highly express mAChR compared to NS cells.

It is reported that layer 2/3 neurons are more selective for the orientation than the deeper cortical layer (Mangini and Pearlman 1980; Niell and Stryker 2008). Several neuron subtypes have showed a visually evoked response profile (Zariwala et al., 2011). In order to differentiate between the response profiles of neuron subtypes, there is a need for other knock-in Cre transgenics such as PV, SST or VIP interneurons, and other cell classes as they emerge through ongoing studies.

## Methods

### Surgical procedures for *in vivo* experiments

Experiments were performed on adult male C57/B16 mice (age 9–11 weeks). Animals were maintained on a 12 h light/12 h dark cycle. Mice were anesthetized using an isoflurane-oxygen mixture (3.0% (*v*/*v*) for induction and 1.5% (*v*/*v*) for maintenance) and kept in a prone position in a stereotaxic apparatus with a heating pad setting to 37–38 °C. After a midline scalp incision, a custom-made plastic chamber was then fixed to the skull with instant adhesive (ALTECO^®^) and dental cement over the left primary visual cortex (V1) according to stereotaxic coordinates (center: ∼2.7 mm lateral and 3.5 mm posterior to the bregma). A small, square craniotomy (2 mm × 2 mm) was made with a pneumatic dental drill. The dura mater was carefully removed by with forceps. Afterwards, the mouse was transferred to and fixed on the recording setup, with light anesthetization with an isoflurane-oxygen mixture of 0.5%–1% (*v*/*v*). The recording chamber was perfused with normal artificial cerebral spinal fluid (ACSF) containing 126 mmol/L NaCl, 3 mmol/L KCl, 1.2 mmol/L NaH_2_PO_4_, 2.4 mmol/L CaCl_2_, 1.3 mmol/L MgCl_2_, 26 mmol/L NaHCO_3_, and 10 mmol/L D-glucose (pH 7.4 when bubbled with 95% oxygen and 5% CO_2_). The temperature of the mouse was kept at ~37 °C throughout the experiment.

### Dye loading

The highly sensitive fluorescent Ca^2+^ indicator Cal-520 AM (Santa Cruz Cat. no. sc-477280) was used for multicellular bolus loading in the V1. Cal-520 AM was dissolved in DMSO with 20% Pluronic F-127 to a final concentration of 250 μmol/L with loading buffer (150 mmol/L NaCl, 2.5 mmol/L KCl, 10 mmol/L HEPES, pH = 7.4) for bolus loading. A micropipette was filled with this solution and inserted coaxially into the cortex and down, reaching a depth of 120 μm below the cortical surface. A pressure pulse [15 min, 0.2 bar (1 bar 100 KPa)] was applied to the pipette to eject the dye-containing solution (Stosiek et al., 2003) The dye of Texas Red 3000 was also dissolved (0.1% solution) in the standard pipette solution and applied through micropipettes similar to those used for injections of AM indicator dyes. We performed the Ca^2+^ imaging ~1 h after dye injection, and the imaging lasted for up to 7 h.

### Visual stimulation

Visual stimuli were presented as described previously (Niell and Stryker, 2008). Briefly, stimuli were displayed with correction on an LCD monitor (7 inch, 1,024 × 768, 60 Hz refresh rate) placed approximately parallel to and 16 cm from the right eye of the mouse, with the visual angle subtended by the monitor (± 23.5° azimuth and ± 26.9° elevation). A paperboard trapezoid cylinder placed between the eye and the screen was used to prevent stray light. The stimuli covered the full screen with black-white drifting square-wave grating presented on a dark grey background. The visual stimuli were generated by a program written in C#. Each trial of visual stimulation sequence started with a stationary six periods of square-wave grating for 1 s. The luminances of white, black and grey were 3.64, 0.11 and 0.12 cd/m^2^, respectively. The grating drifted for 5 s (spatial frequency 0.06 cycles per degree, drifting speed 1.2 cycles per second), with an inter-stimulus interval of 15 s. Each stimulus was repeated 5 times. Neurons that were responsive to the grating less than 4 times were excluded from our data.

### *In vivo* electrophysiology and RNA extraction

To collect an initial dataset of morphology and electrophysiology of neurons, the patch pipette solution contained the following (in mmol/L): 135 K-gluconate, 4 MgCl_2_, 10 phosphocreatine sodium, 10 HEPES, 4 Na_2_-ATP and 0.4 Na_3_-GTP. Approximately 0.1% Texas Red 3000 as a tip indicator was added to the electrode and diffused within the recording neuron during the whole-cell recording, and 0.3% Neurobiotin in electrode for post-recording staining. Patch-clamp pipettes were pulled from borosilicate glass (1.5 mm OD × 0.84 mm ID, VitalSense Scientific Instruments) with electrode resistances ranging from 7 to 10 MΩ. Tight seals (> 1 GΩ) were obtained on cell bodies before rupturing the membrane with negative pressure. Whole cell recordings were conducted with the Axon 700B patch-clamp. The currents were typically digitized at 100 KHz, and macroscopic records were filtered at 2 KHz.

To obtain transcriptome data from single neurons, the internal pipette solution was modified as followed (in mmol/L): 123 K-gluconate, 12 KCl, 10 HEPES, 0.2 EGTA, 4 MgATP, 0.3 NaGTP, 10 sodium phosphocreatine, 20 μg/mL glycogen, and 1 U/μL recombinant RNase inhibitor (Cadwell et al., 2017). Approximately 0.1% Texas Red as a tip indicator and 6 μmol/L calcium indicator dye Oregon Green BAPTA-1 (OGB-1) was added for membrane rupture and inner extraction. All neuron-related reagents were RNase-free. The electrode resistance ranged from 2 to 4 MΩ. The cell membrane was ruptured via negative pressure with a calcium influx indicated by OGB-1. The extracted soma of the neuron was confirmed as the electrode was pulled out of the tissue and then transferred to ice-cold lysis buffer immediately after breaking the tip within the tube. The sample was stored at −80 °C for at most one week before the next step of processing.

### Two-photon imaging

Fluorescence was imaged with a two-photon microscope (Scientific Inc.) equipped with a mode-locked Ti:sapphire laser (MaiTai, Spectra-Physics) and a water immersion objective lens (Apo40×W/NIR, NA 0.8; Nikon). The emitted photons are split into two channels and detected by photomultiplier tubes (PMT), i.e., into a ‘green’ channel for Cal-520 AM and OGB-1 fluorescence (525/50 nm) and a ‘red’ channel for Texas Red fluorescence (620/60 nm). With this configuration of our system, one pixel corresponded to 0.31 × 0.31 μm^2^ in x,y-coordinates. A square region of 160 × 160 μm^2^ (512 × 512 pixels) was scanned at the maximum. The frame rate was 30 frames/s.

### Statistical analysis

The calcium response data were analyzed via ImageJ software (version 1.49g). The cell body pixels were selected manually for each target neuron, as well as the pixels surrounding the cell body as the background. Next, the ratio (∆F/F) of the stimulus-evoked change (∆F) to the average level (F) was calculated as the difference between the average fluorescence signals of the cell body and the background along with the time lapse; the ratio was then normalized with the mean fluorescence across the pixels of each neuron. The calcium spike was defined as an event when the ratio was higher than twice the non-spike level (SNR ≥ 2). The response magnitudes of light-evoked calcium spikes were defined as the mean value of the difference between the peak value during the post-stimulus period (5 s) and the basal average value during the pre-stimulus period (2–4 s), after 5 repetitions.

Electrophysiological data were analyzed with ClampFit software (version 10.2; Axon Instruments) and GraphPad Prism (v.6.0; GraphPad Software). A whole-cell current-voltage curve under a 450-ms ramp command from −90 mV to +60 mV was intended to test the whole-cell current of the neuron. The patterned firing spikes were evoked by a series of 500-ms current pulse injections from −80 pA to 220 pA (40 pA/increment). The field potential was recorded at a current clamp mode with no current injection. Three-dimensional morphological reconstruction was conducted with Imaris software (version 7.6.0, Bitplane). Following the method in previous research (Malagon et al., 2016), EPSC/IPSC, which have fast rising phase and ≥20 pA, was selected manually. These EPSCs/IPSCs were aligned and averaged as the template. We then used template search module in Clampfit (version 10.2) to identify and analyze the EPSCs or IPSCs in original traces. After analyzing, the amplitudes and frequencies data were collected and used for statistical analysis.

### Library construction and sequencing

We converted the RNA collected from the *in vivo* patch-clamped neurons to cDNA for generating the sequencing libraries following the protocol of Smart-seq2 (Picelli et al., 2014). The primers for reverse transcription were referenced from Cadwell’s procedure (Cadwell et al., 2016) After 24 cycles of amplification, approximately 60 ng of purified cDNA was used to construct sequencing libraries using the commercial KAPA HyperPlus Kit protocol (KK8514). The PCR products with different index sequences were pooled together for purification and library construction. Quality control was performed on both the amplified cDNA and the final library using a Fragment Analyser (Thermo Fisher). The DNA was sequenced using an XTEN platform. Investigators were blinded to cell type during library construction and sequencing.

### Read processing and quantification of gene expression

Adapters and low-quality reads were trimmed using Python script AfterQC (Chen et al., 2017). Paired-end reads were aligned to the reference genome GRCm38 primary assembly (Kersey et al., 2018) downloaded from ensemble using STAR (STAR 2.5.3a) (Dobin et al., 2013) with default settings except for the use of setting output type (–outSAMtype) to sort SAM outputs by coordinates. Reads were then counted using featureCounts (featureCounts 1.5.3) (Liao et al., 2014). The R package, scater (single-cell analysis toolkit for gene expression data in R, version 1.6.3) (McCarthy et al., 2017), was employed for quality control, normalization and data visualization. Gene expression was normalized to the number of fragments per kilobase million (FPKM value). Genes that did not have an expression value of at least 1 FPKM across all samples were excluded from further analysis. Moreover, only protein coding genes were considered for subsequent analysis. The filtered dataset contained 20,183 genes in total.

### Quality control

Two cells with cDNA concentration lower than 1,000 pg/μL were discarded. Another two cells with a mitochondrial DNA proportion greater than 25% were omitted. One cell with fewer than 1,000 expressed protein coding genes (which had an expression level lower than 1 FPKM) was excluded as well. The dimensionality of the dataset was then reduced from 63 cells to 58 cells.

### Dimensionality reduction techniques

For dimensionality reduction, principle component analysis (PCA) and t-distributed Stochastic Neighbor Embedding (t-SNE) were performed using function plotPCA from R package scater and function Rtsne (version 0.13), respectively. The dataset was projected onto 2- and 3-dimensional space with both methods.

### Doublet removal

The expression of known marker genes (*Slc17a7*, *Neurod2*, *Gad1*, *Gad2*, *Olig1*, *Olig2*, *Mbp*, *Gfap*, *S100b*, *Aqp4*) was used to name main cell types: excitatory neurons, inhibitory neurons, oligodendrocytes and astrocytes. We firstly checked if any cell from our data had expression of known non-neuron cell type (oligodendrocytes and astrocytes) marker gene through creating co-expression score for oligodendrocytes and astrocytes by combining the following pairs of marker genes:

- $$S_{astro} = Gfap \times S100b \times Aqp4$$
- $$S_{oligo} = Olig1 \times Olig2 \times Mbp$$

Cells with either $$S_{astro} > 0 or S_{oligo} > 0$$ were omitted (4 cells).

Subsequently, we checked if any cells from our data expressed both excitatory neuron and inhibitory neuron marker genes by computing co-expression score as follows:

- $$S_{ex} = Slc17a7 \times Neurod2$$
- $$S_{in} = Gad1 \times Gad2$$
- $$S_{ex - in} = S_{ex} \times S_{in}$$

Cells with $$S_{ex - in} > 0$$ were discarded (1 cell), since $$S_{ex - in} > 0$$ indicated that cells express both excitatory and inhibitory neuron marker genes . In total 5 cells were identified as doublets and removed from the subsequent analysis. Dimensionality reduction analysis with both PCA and t-SNE were then performed on the remained dataset with 53 cells.

### Batch effect analysis

Batch effect analysis was performed under consideration of two factors: (1) cDNA concentration and (2) the dates of experiments. To see if the hierarchical clustering was driven by batch effect produced by the cDNA concentration, we computed the cDNA concentration deviations by subtracting the mean value, followed by assigning dots on the t-SNE plot gradient colors based on their deviations. For dates of experiments, we colored cells based on the experimental dates (15 colors for 15 different experimental dates).

### Heatmap of Pearson correlation matrix

Pearson correlation between light-sensitive and non-light-sensitive subsets was computed. A heatmap was generated using R package pheatmap (version 1.0.8).

### Differential gene expression analysis

Differential gene expression analysis was performed using R package Deseq2 (version 1.18.1) (Love et al., 2014). Genes as P_adj_ < 0.05 and log2FoldChange > 2.5 or log2FoldChange < −2.5 (higher absolute value means higher fold change of corresponding clusters) were identified as differentially expressed genes (DEGs). DEGs were ranked in descending order based on their log2FoldChange value. A heatmap of gene expression from DEGs was generated using R package pheatmap.

### Identification of highly variable genes

The top 200 most expressed genes from the light-sensitive subset were identified using plotQC function from R package scatter by setting type = “highest-expression”. Enriched gene ontology (GO) analysis of those genes was performed using the online tool, DAVID 6.7 (da Huang et al. 2009a, b). Function geom_bar from R package ggplot2 (version 2.2.1) was employed for drawing barplots.

### Ion channel and receptor-related gene analysis

Expression levels of the following ion channel and membrane receptor-related genes across all 53 samples were computed: Na^+^/K^+^-ATPase, voltage-gated Cl^−^, Na^+^, K^+^, Ca^2+^ and Ca^2+^- activated K^+^ (K_Ca_) channel subtypes; ligand-gated ionotropic channels of AMPA-, delta-, kainite- and NMDA-type glutamatergic receptors (Gria, Grid, Grik, and Grin, respectively); GABAergic (GABA), nicotinic acetylcholinergic (nACh) and serotonergic (5-HT) receptors; metabolic Glu (mGlu), GABA (mGABA), 5-HT, muscarinic acetylcholine (mACh), dopamine (DA) and 2-arachidonoylglycerol (2-AG) receptors. Barplots of each gene with the corresponding quantitative expression levels across all samples were generated using R function geom_bar. To determine if the two subsets were significantly different from each other, the *t*-test was employed. Because variances in the two datasets were unequal, the unpaired welch two-sample t-test was performed using R function t.test by setting var.equal = FALSE.

### WGCNA analysis

To find genes highly correlated to external trait, WGCNA analysis was performed using R package ‘WGCNA’ (version 1.63) (Langfelder and Horvath 2008, 2012). Gene co-expression network was constructed based on gene expression correlation. Hierarchical clustering tree (dendogram) of genes was produced using hierarchical clustering method. Densely interconnected branches indicating highly co-expression genes. Modules was identified by cutting the dendrogram using R function cutreeDynamic with deepSplit = 3 and minClusterSize = 10. Modules have similar expression profiles were merged together. Module assignment was followed by quantifying the relationship between modules and the sample trait, where the correlation among them were computed and shown as heatmap. It indicated that the light green color module had the closest association with the sample trait ‘light-sensitive’. Hierarchical clustering of modules and the external trait was computed as well. As shown in the dendrogram and the heatmap, the light green module was significantly correlated to light-sensitive.

### Comparison to high-throughput visual cortex single-cell RNA-seq data

To compare cell types found in our data to previously published visual cortex RNA-seq data which contained over 100,000 cells, we downloaded the gene expression matrix from Hrvatin’s study (2018). The expression matrix was analyzed using the Seurat R package (version 2.2.0) (Butler et al., 2018). Genes had expression in at least two cells and cells expressing a minimum of 200 genes were ketp. The filtered raw expression matrix was than normalized for each cell by the total expression, multiplied by 10^5^, followed by a log-transformation. Variable genes were defined with function FindVariableGenes with default parameters. Variations from difference in total gene number were regressed out with the ScaleData function. Subsequently, PCA and t-SNE were performed for dimensionality reduction with function RunPCA and RunTSNE, respectively. As only neurons from layer 2/3 mouse V1 were collected in our study, we then extracted layer 2/3 cells from the published mouse V1 data based on the expression of *Cux1*, *Cux2* and *Rorb*. Namely, clusters with high expression of *Cux1*, *Cux2* but rare expression of layer 4 marker gene *Rorb* were defined as mouse layer 2/3 clusters. We then performed t-SNE analysis on the these layer 2/3 clusters. After this, we converted our sequencing data from SingleCellExperiment data structure into a Seurat structure. To determine whether each neuron in our data preferentially fall into subclusters in the mouse layer 2/3 V1 cortex, we mapped our data onto the published data based on shared variable genes using function AlignSubspace. We then performed dimensionality reduction and clustering analysis with function RunTSNE and FindClusters on the mapped Seurat object, respectively. Subsequently, we did t-SNE plots by assigning each dot a color based on the major cell types in both datasets (light grey color for the major excitatory neuron cluster and dark grey color for the major interneuron cluster from published data of mouse layer 2/3 V1 cortex, orange color for LS cells, blue color for NS cells). Furthermore, we counted number of cells from our sequencing data founded in each excitatory neuron and interneuron subclusters.

### Data availability

The scRNA-seq data are available in Gene Expression Omnibus under accession number GSE115997.

### Author contributions

Q. W., S. H., and X.W. conceived the project, designed the experiments and wrote the manuscript. J. L. and N.C. P. conducted the animal surgery, calcium imaging and electrophysiology experiments. M. W. and Z. Z. performed single-cell RNA-seq and data analysis. J. L. and L. S. performed 3D reconstruction of neurons. J. Z. maintained the animals. All authors edited and proofed the manuscript.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1

Supplementary material 2 (MP4 10173 kb)

Supplementary material 3 (MP4 9331 kb)

Supplementary material 4 (MP4 9835 kb)

Supplementary material 5 (MP4 4083 kb)

# Supplementary material for: Integrative analysis of in vivo recording with single-cell RNA-seq data reveals molecular properties of light-sensitive neurons in mouse V1
**Source:** Protein Cell. 2020 Apr 29;11(6):417–32. doi: 10.1007/s13238-020-00720-y
**Supplement:** Supplementary file 1 — Supplementary material 1

### Figure S1: Confirmation of Cal520 AM labeling in layer 2/3 of V1.

(A) Sagittal slice containing the V1 area. Left, Cal520 labeled neurons in V1. Green, Cal-520 staining; blue, DAPI; white dotted line, V1 delimitation. Right, corresponding mouse brain atlas for V1.

(B) Confirmation of the recording neuron. Left panel: neurobiotin staining in brain slice. Red for Texas Red staining; blue for DAPI, scale bar: 50  $\mu\text{m}$ . Right panel: 3-D reconstruction of respective neurons. Scale bar, 30  $\mu\text{m}$ .

### Figure S2: Basic electrophysiology properties of recorded neurons

(A-B) Statistics of membrane capacitance (A) and input resistance (B) of recorded neurons ( $n=11$  for LS and  $n=11$  for NS). Error bar, mean  $\pm$  s.e.m. The significance was estimated based on the corrected P value using the unpaired t-test,  $P > 0.05$  for non-significance.

### Figure S3: Quality control of cDNA libraries.

(A) Concentration of all collected samples. Only cells with more than 1,000 pg/ $\mu\text{L}$  cDNA were sequenced (cutoff denoted by the dashed line). The excluded samples are indicated in red.

(B) Average library sizes generated from the samples screened in (A). Dashed line indicates threshold criteria used for sequencing. Poor quality libraries with less than 1,000 genes (FPKM  $> 1$ ) were excluded (red dots).

(C) Mitochondrial proportion of the samples screened in (B). The cells with greater than 25% mitochondrial RNA (red dots) were excluded from the sample pool (cutoff denoted by the dashed line).

(D) Co-expression score of cell type oligodendrocytes (upper left), astrocytes (upper right), excitatory neurons and interneurons (bottom), using two-dimensional t-SNE representation.

(E) Number of genes detected per neuron using two different expression thresholds.

(F) Pairwise Pearson correlation across all detected genes for light- and non-light-sensitive neurons.

(G) Visualization of the cDNA concentration deviations of all cells about their mean by t-SNE. Each dot represents on cell and is colored according to the cDNA concentration deviations (red, high; blue, low).

(H) Visualization of the dates of experiments by t-SNE. Each dot represents a cell and is colored based on the date, when they were collected.

### Figure S4: Marker gene expression overlaid onto t-SNE map.

(A) Marker gene expression of cortical neurons, including pyramidal cells and interneurons, using two-dimensional t-SNE representation.

(B) Cortical layer 2/3 marker gene expression overlaid onto the t-SNE map.

(C) Reported enriched V1 gene expression overlaid onto the t-SNE map.

### Figure S5: Comparison to high-throughput visual cortex single-cell RNA-seq data.

(A) Visualization of excitatory neurons from published visual cortex scRNA-seq data via t-SNE. Each dot represents an individual cell. Cells were annotated to 30 subclusters.

(B) Visualization of the expression of known marker genes for excitatory neurons (*Slc17a7*), layer 2/3 (*Cux1* and *Cux2*) and layer 4 (*Rorb*) via t-SNE. Cells were colored according to the gene expression levels (red, high; grey, low).

(C) Visualization of interneurons from published visual cortex scRNA-seq data via t-SNE. Each dot represents an individual cell. Cells were annotated to 14 subclusters.

(D) Visualization of the expression of known marker gene for interneuron (*Gad1*), layer 2/3 (*Cux1* and

*Cux2*) and layer 4 (*Rorb*) via t-SNE. Cells were colored according to the gene expression levels (red, high; grey, low).

(E) Integration of our data with layer 2/3 excitatory neurons and interneurons from published data was visualized via t-SNE. Excitatory neurons and interneurons were annotated into 10 and 4 subclusters, respectively.

(F) The distributions of cells from our study were visualized by t-SNE. Dots were colored based on the major cell type annotated in our sequencing dataset and the published dataset, (excitatory neurons in the published data, light grey; interneurons in the published data, grey; LS neurons from our data, orange; NS neurons from our data, blue).

(G) Bar plot showing the occupancy of LS and NS neurons in the major excitatory neuron and interneuron cluster.

(H) The constitutions of the excitatory neuron and interneuron subclusters were shown in pie chart. The number of cells from our sequencing data founded in each subcluster was labeled.

### **Figure S6: Rtn4r do not block neuron activity in general.**

(A-B) Statistical histogram of the calcium response counts in normal neurons (light response  $\leq 2$ ) under the NEP1-40 application, n=15 neurons from 4 mice (A) and vehicle as a control, n=16 neurons from 3 mice (B). Error bar, mean  $\pm$  s.e.m. The significance was estimated based on the corrected P value using the unpaired t-test,  $P > 0.05$  for non-significance.

### **Video S1: Two-photon in vivo calcium imaging of V1 neurons in light-evoked mouse, followed by LS neuron soma extraction.**

Cal 520-labeled cells in layer 2/3 of mouse V1 were recorded to measure the calcium response to the 5-time repeated light stimulus, under the ‘green’ channel of the two-photon microscope. A light-responding neuron was subsequently targeted to extract the contents of the soma via a glass cuspidal electrode. The light response cells are indicated by yellow arrows, and the target cell is indicated by the red arrow. The frame of calcium imaging was shifted to the left for a better view of the soma extraction. The cells marked with white arrowheads are coordinate references for locating the target cell. Scale bar, 20  $\mu\text{m}$ .

### **Video S2: Two-photon in vivo whole-cell configuration.**

Left panel: 5-minute movie of whole-cell patch clamp configuration with the cuspidal electrode under the ‘red’ channel of the two-photon microscope. The shadow of the target cell is visible. Scale bar, 20  $\mu\text{m}$ . Right panel: the corresponding membrane test monitor from the recording software of Clampex. The cells marked with white arrowheads are coordinate references for the target cell. Scale bar, 20  $\mu\text{m}$ .

### **Video S3: In vivo dual recording of light-evoked calcium response and action potential firing.**

Left panel: the video shows the calcium response to light stimulation of a whole-cell patched neuron (Cal-520 labeled), under the ‘green’ channel of the two-photon microscope. The target neuron is indicated by a yellow arrow, and the position of the glass electrode is marked. Scale bar, 20  $\mu\text{m}$ . Right panel: the calcium response and the action potential firing are dynamically represented in the ‘calcium signal’ and ‘electrophysiological signal’ windows, respectively.

### **Video S4: 3-D morphological reconstruction of a neuron in layer 2/3 of V1.**

**A**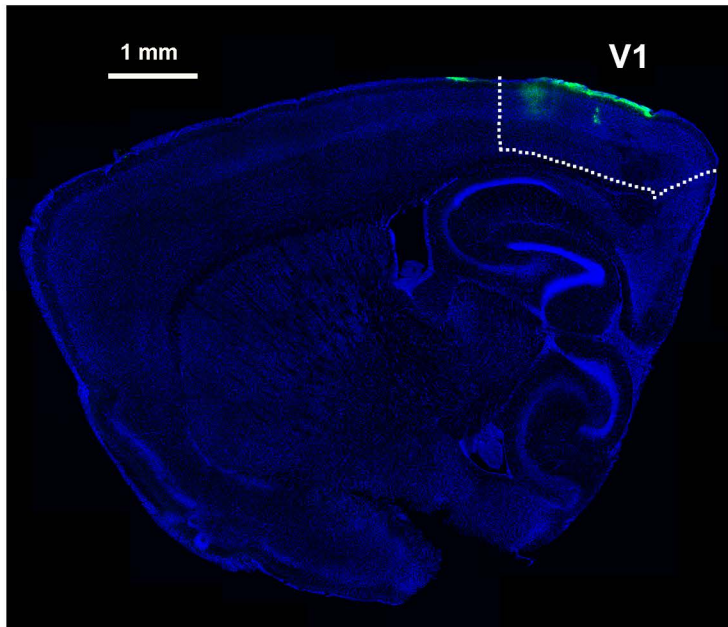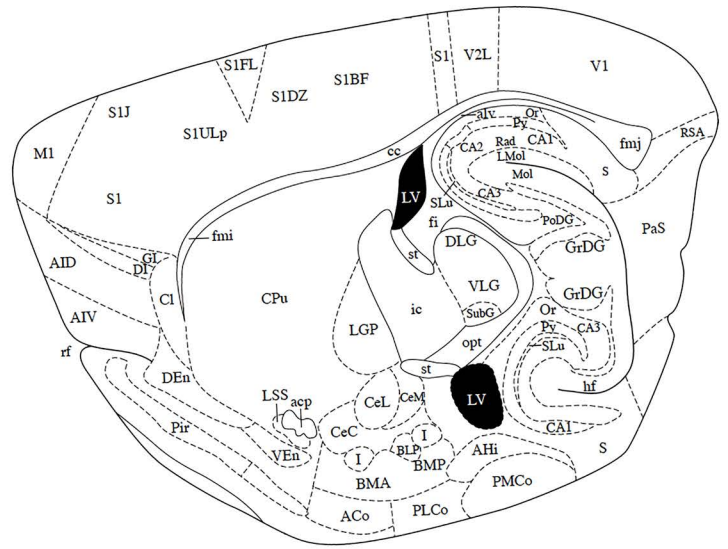**B**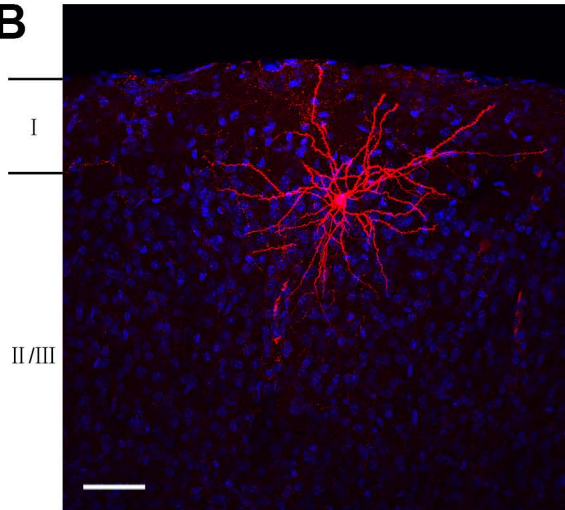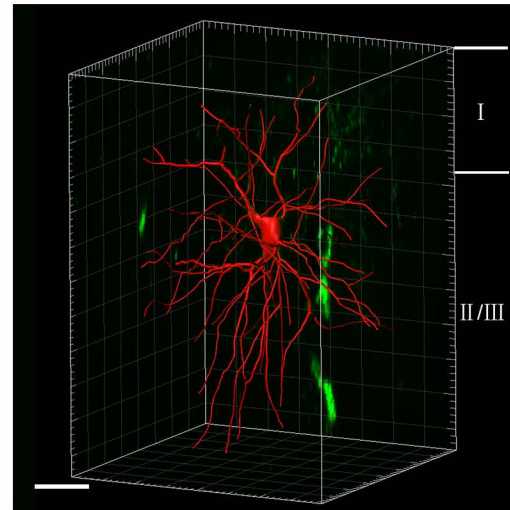

**Supplementary Figure 1**

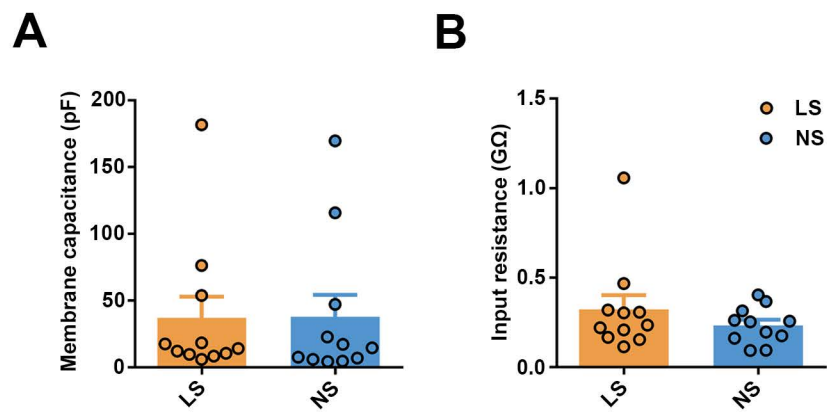

**Supplementary Figure 2**

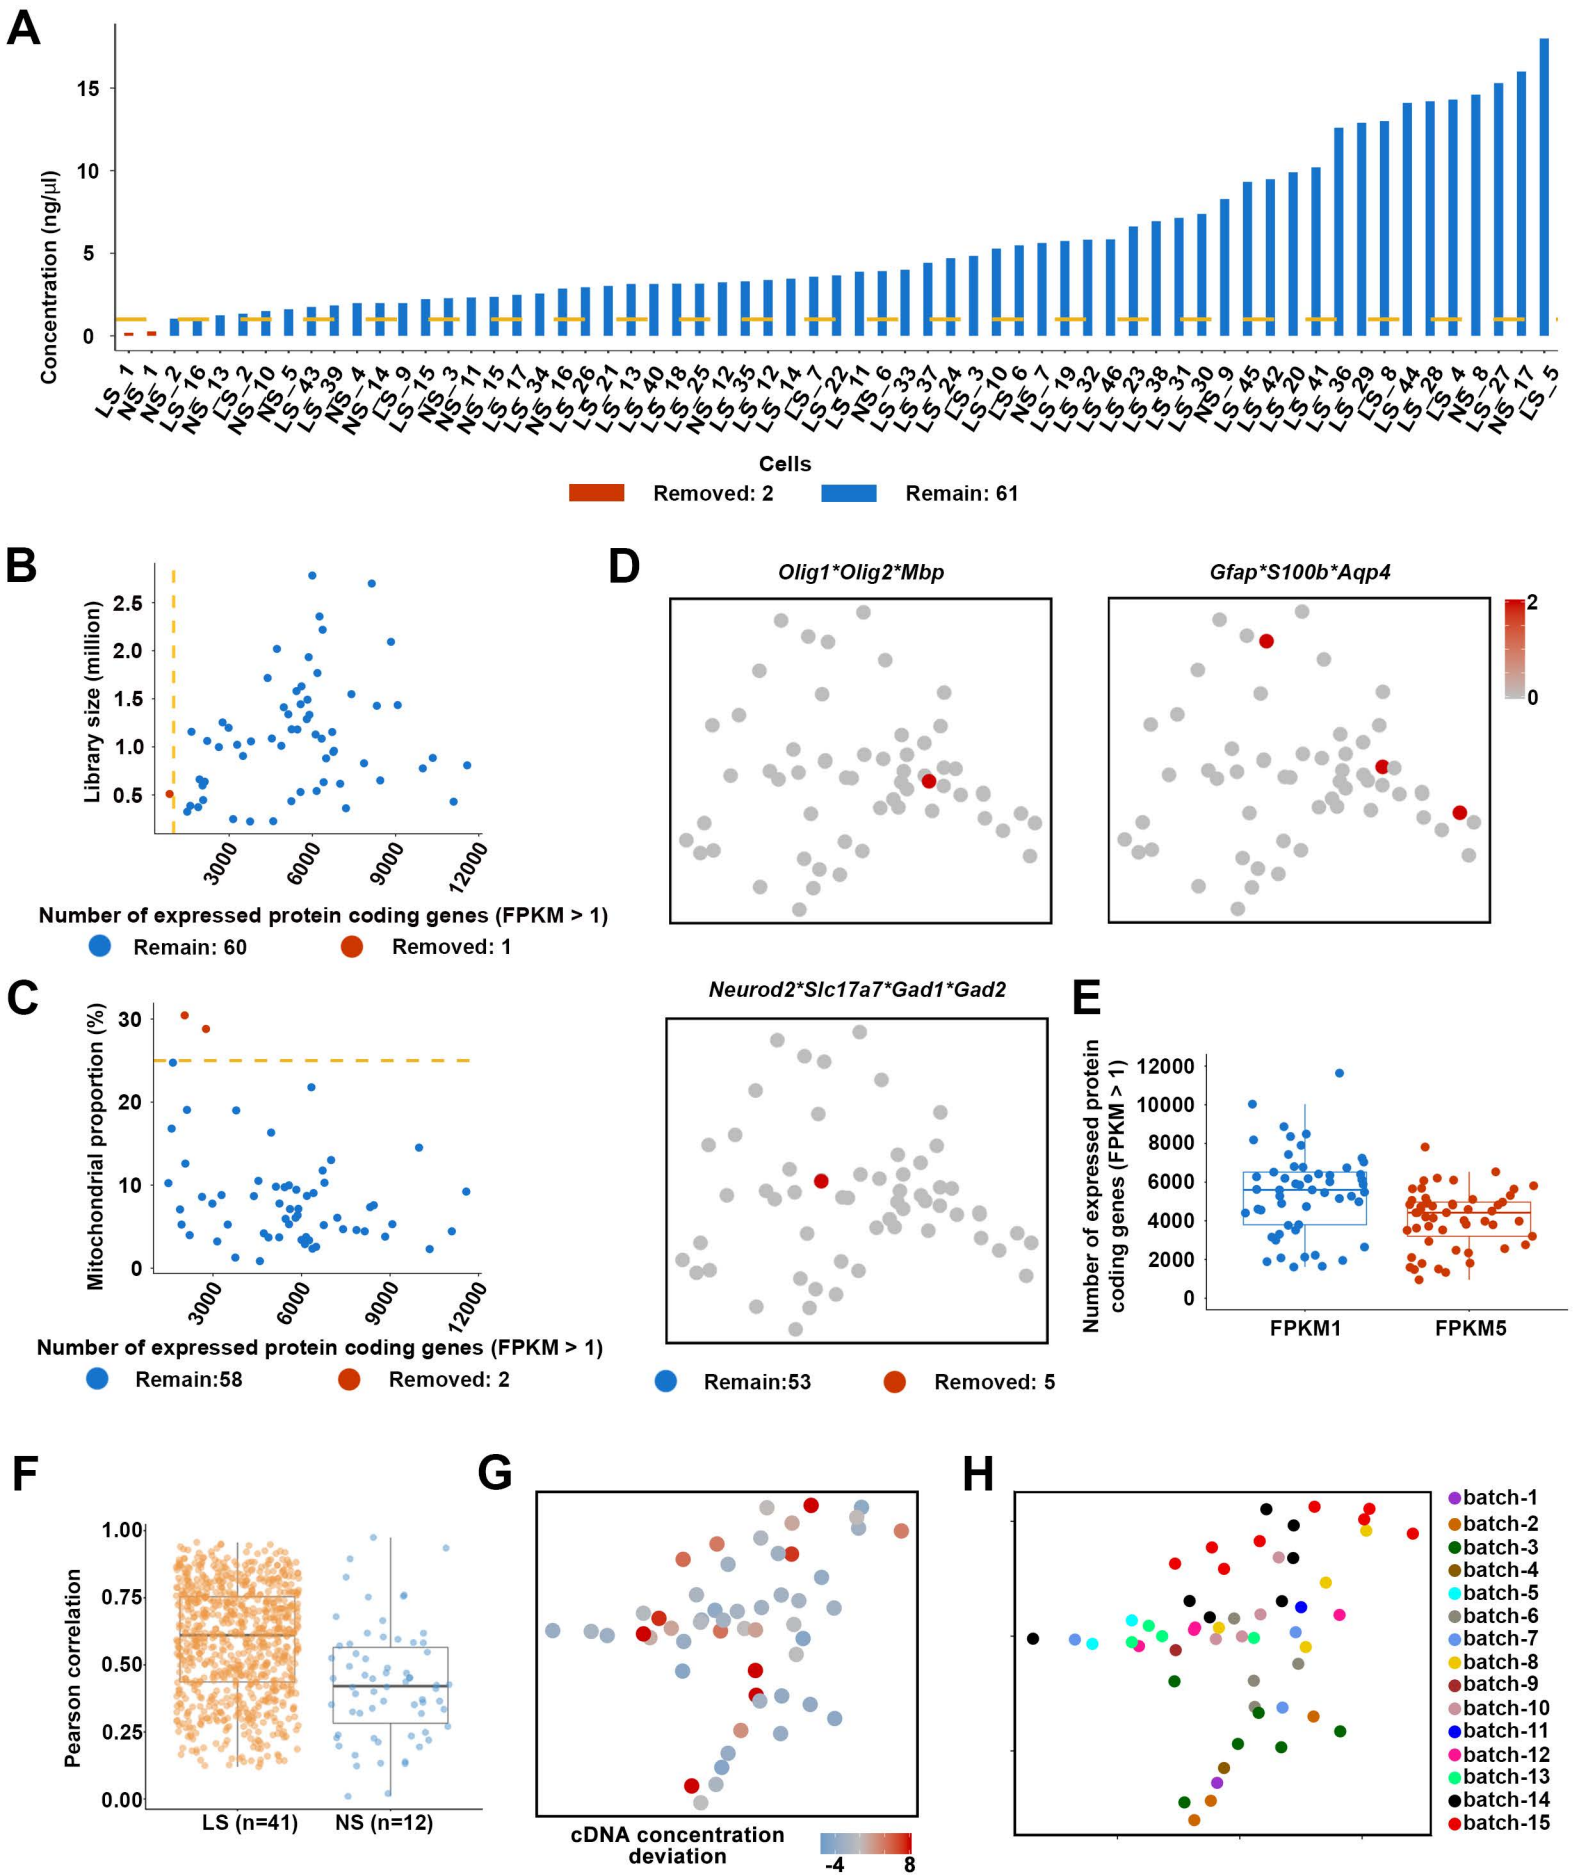

Supplementary Figure 3

**A**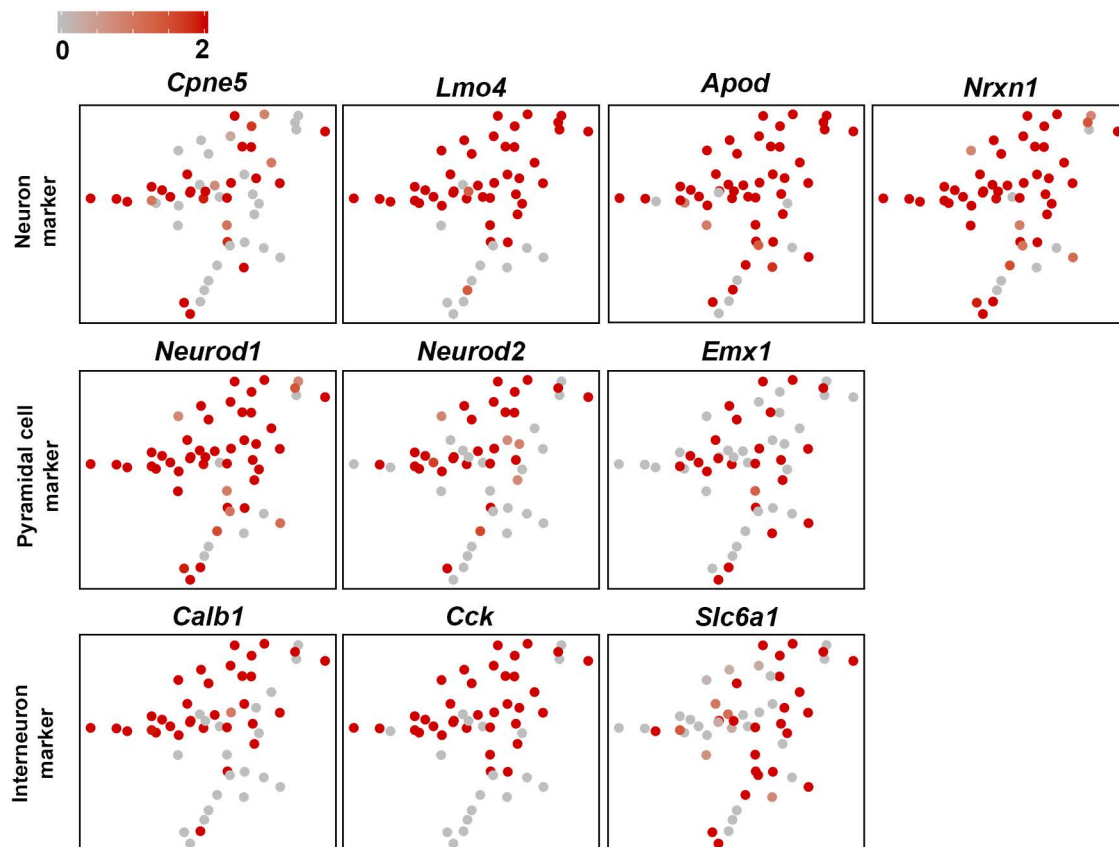**B**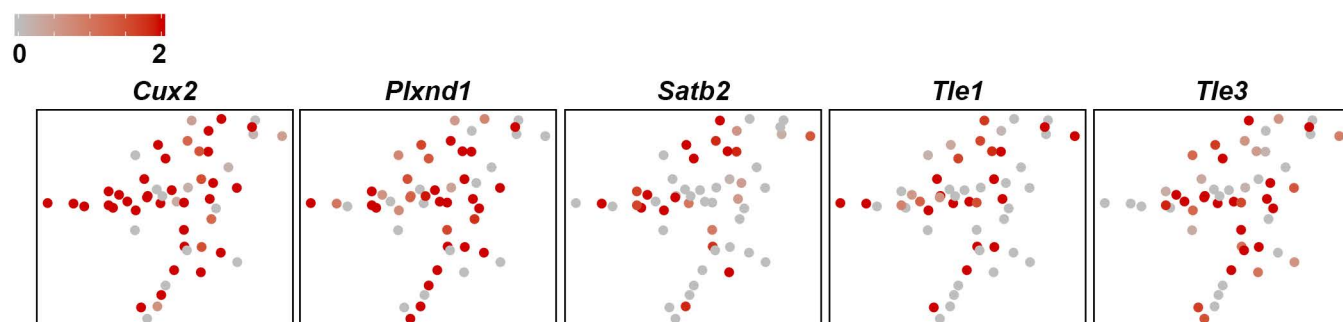**C**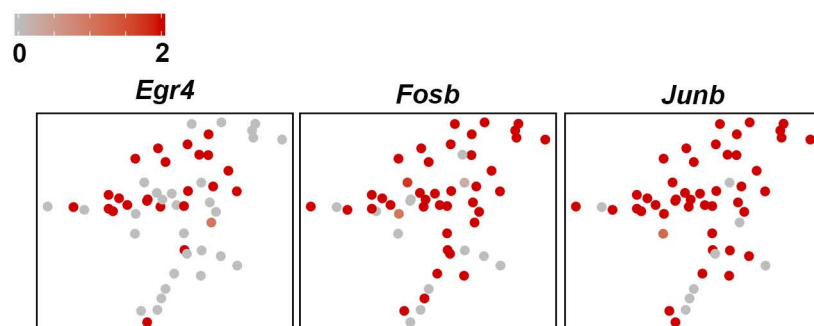

**Supplementary Figure 4**

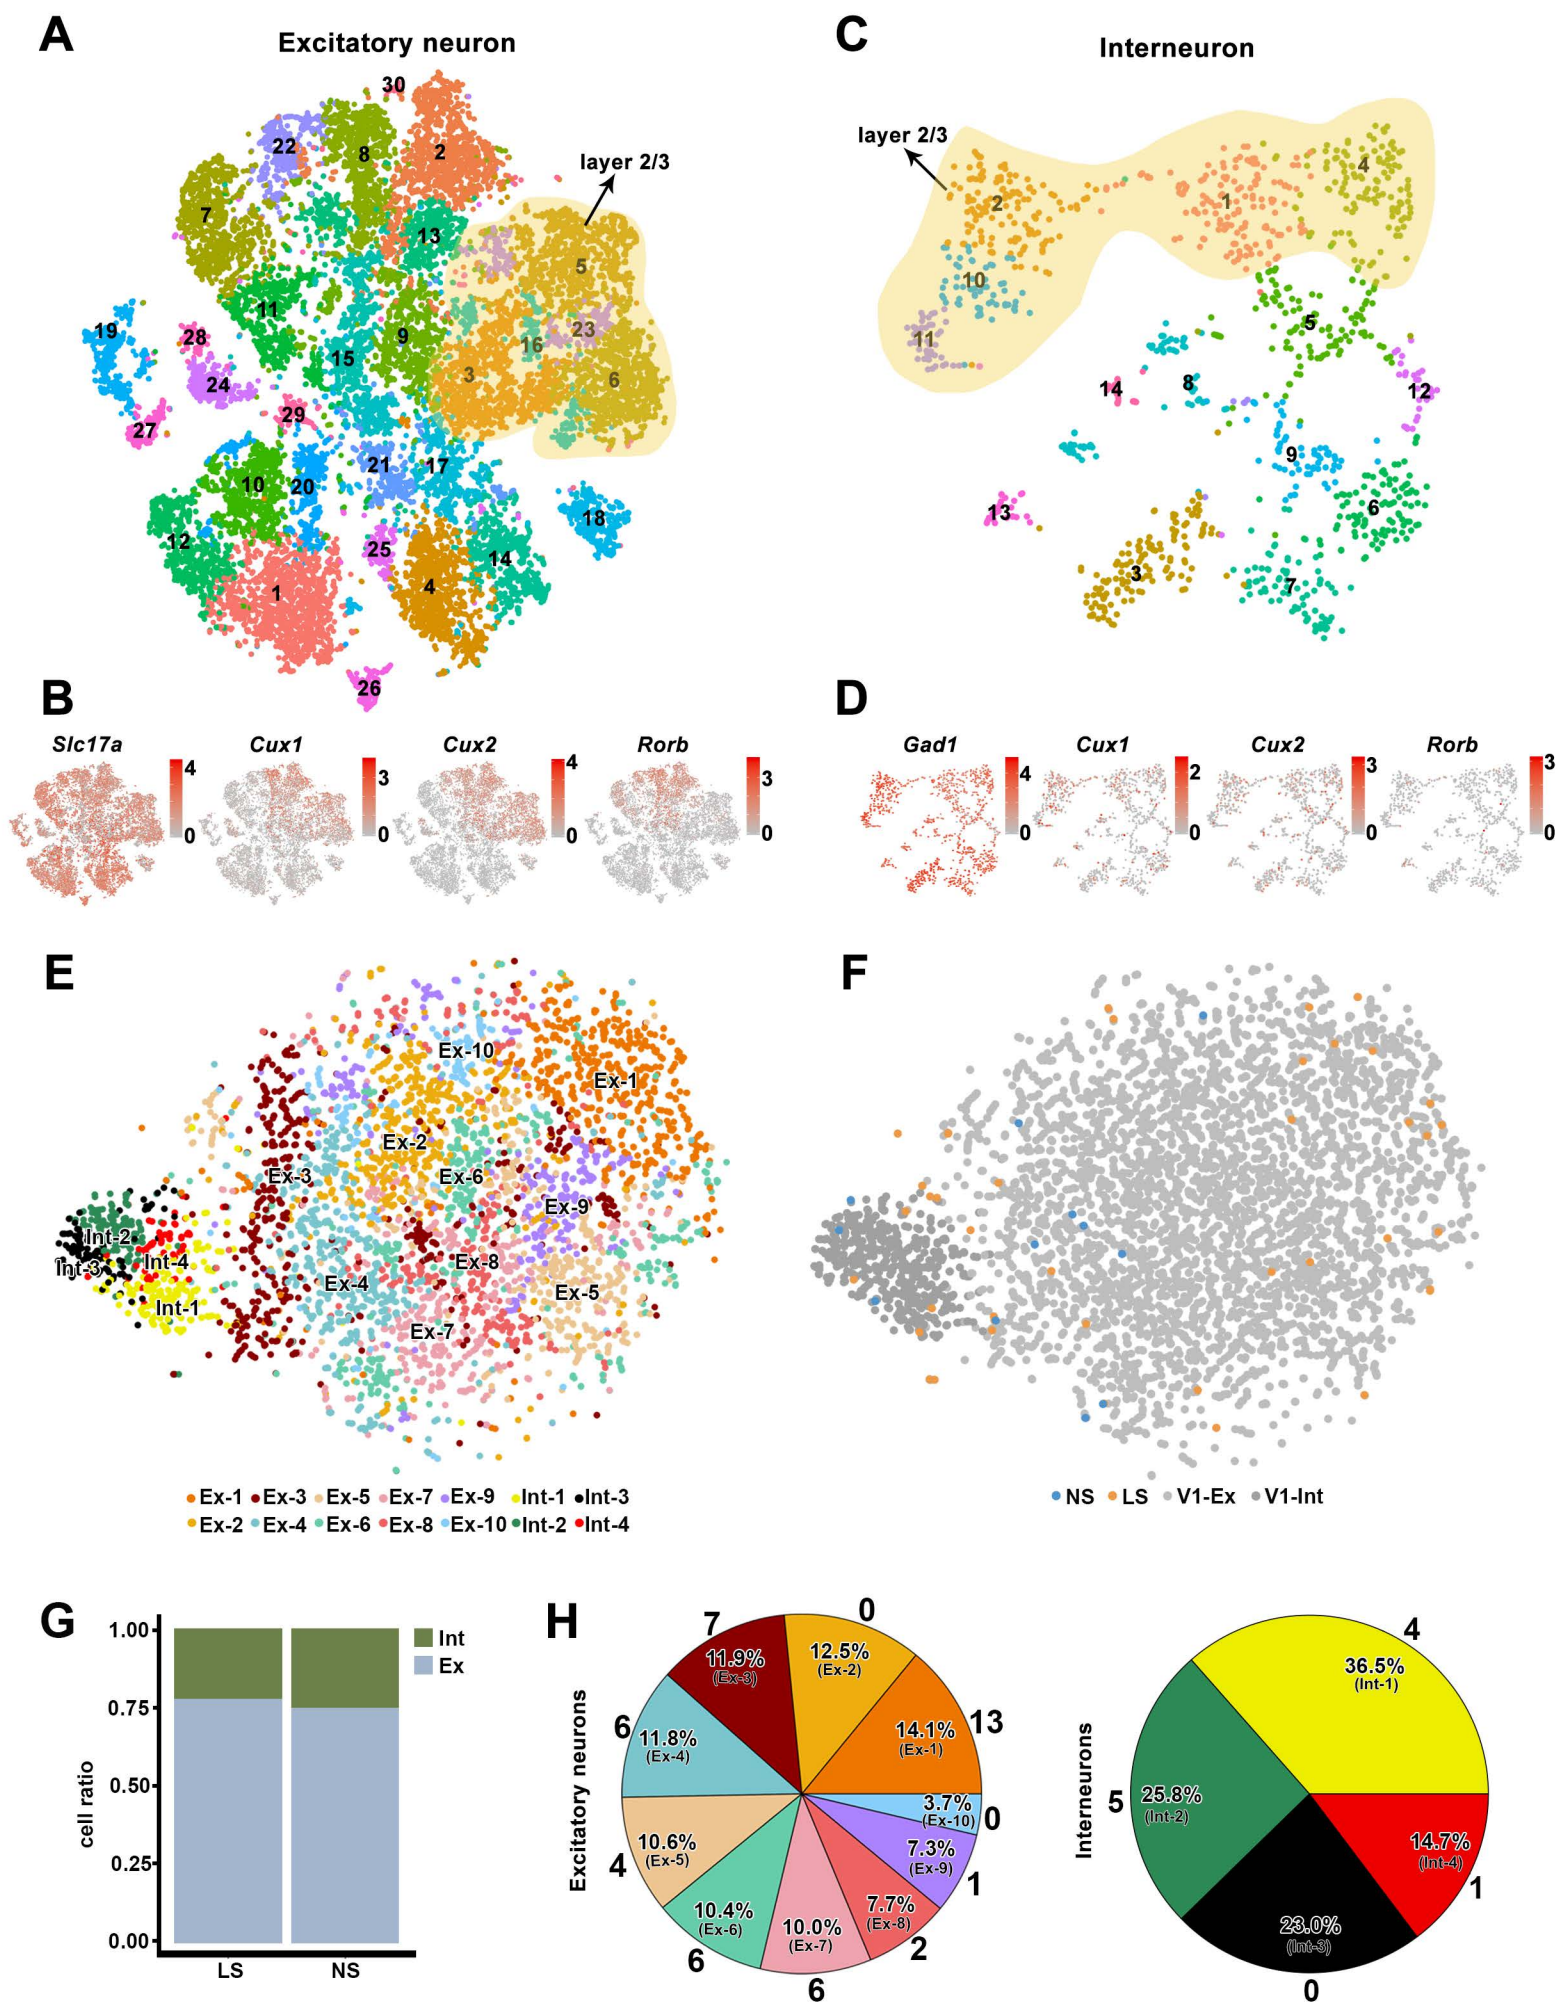

Supplementary Figure 5

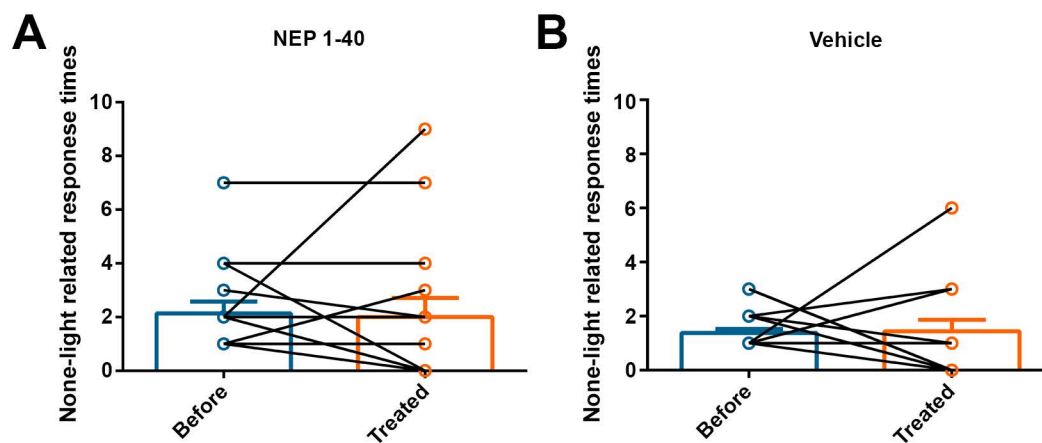

**Supplementary Figure 6**

How the deposited data were processed for this re-analysis (not part of the article)

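Single V1 neurons of layer 2/3, grouped by their calcium response to light, were measured by Smart-seq2 on 46 LS and 17 NS cells. The deposited table gives one FPKM value per gene and cell, and the authors made these FPKM values before deposition by trimming reads with AfterQC, aligning them with STAR, counting them with featureCounts and dividing by gene length and library total with scater. The authors also removed genes without at least 1 FPKM and genes that do not code for protein, which left 20183 genes, and the table holds all 63 cells, those that the study later filtered out included. The name of the table speaks of counts, and the comparisons were laid out for counts, but the values are FPKM. They were used as FPKM wherever FPKM was needed, and reads were recovered from them for CPM, pooled reads, thinning and intervals. Of the per-cell columns 0 stayed unused.

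Reads were recovered from the steps between FPKM values. In a cell, FPKM times exon length is a whole multiple of one constant, which gives a total for the cell up to a common factor. The exon length was that of the GENCODE M21 annotation of GRCm38 where at least 90% of low values came out whole, and otherwise a length solved from the values. The recovery was tested on simulated data with 20179 genes. All 63 of 63 totals came back within 0.1%, 99.76% of the values above 0 were resolved, and 99.86% of the resolved ones equalled the simulated reads. A further test planted known changes in 200 genes of simulated counts, and 192 of them came back within 0.2 of the planted log2 ratio, as did 4800 of 4959 unchanged genes around 0. These counts had counting error only, with no spread between cells and no background. The test thus checks the computation and not how exact the ratios of the real cells are. The 4 rows whose name occurs more than once were left out of gene-level values. The level of genomic background was indexed by 1028 odorant, vomeronasal and taste receptor genes, 806 of them odorant receptor genes. Their mean FPKM was divided by the level that would arise if all reads lay evenly over the 83278827 bp of exons of the listed genes. This index can exceed 100% and is no share of reads.

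The filters of the study were applied to the deposited values in its order. They removed cells of low cDNA concentration by name, cells with fewer than 1000 genes with FPKM above 1, cells with a mitochondrial share above 25%, and cells with a product score above 0 for astrocytes, oligodendrocytes, or excitatory and inhibitory markers together. The depth of the 47 cells left was 871996 reads in the median LS cell and 316310 in the median NS cell. For a gene without a read in the 12 NS cells, the exact binomial interval of the share of such cells with a read reaches 26.5%, and a cell without a read can still express the gene. The labels do not name the mouse of a cell or its date of collection, so cells were not taken as replicates, no test between groups was made, and batches could not be examined. The SD of cells describes their spread.

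Group values are means of FPKM over cells, and a family value is the mean over its genes within a cell, then over cells. Correlations and trees used log2(FPKM + 1) of genes that reached 1 FPKM in at least 1 cell, with average linkage on 1 minus the Pearson correlation and the tree parted into 2 groups. Genes were named when the study names them, when they belong to the families or to a list of immediate-early genes and the text is about them, or by size. The size rule took the 5 largest and the 5 smallest log2 ratios among genes with reads in at least 50% of cells and at least 50 CPM in the higher group and at least 4 reads in the lower group, and the 10 genes with the highest mean CPM in LS cells. Fixed lists held markers of neurons in general, of excitatory and inhibitory neurons, astrocytes, oligodendrocytes, microglia, endothelium and blood, genes used by nearly all cells, and genes of the Y chromosome.

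The alternatives were all 63 cells, pooled reads, medians over cells, means of log2(FPKM + 1) or log2(FPKM + 0.1), a total without mitochondrial genes, thinning to 200000 reads with a fixed seed, CPM in place of FPKM, equal weight for each gene of a family, cells with at least 3000 genes, cells with more excitatory than inhibitory markers, linear FPKM, a smaller pseudocount or only genes at 1 FPKM in at least 10% of cells for correlations, complete linkage, an FPKM threshold of 5, other forms of the filters, and each cell left out in turn. A further 5 settings were added after the data were seen, namely cells with a receptor-gene level under 10%, the mitochondrial share of summed FPKM, Grina as a member of the NMDA receptor family, older symbols of Scn2a and Clcn4 as members of the Na and Cl channel families, and the cell's own reads on the listed genes as total. Everything was computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, with the seed 11. The co-expression modules, gene ontology terms, t-SNE maps, the mapping to another dataset, and the recordings and drug experiments were not analysed here.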

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

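The cells with a receptor-gene level under 10% were chosen as a group only after the data were seen, and the receptor genes were examined because Gm10800 had been noticed as the highest gene of NS cells, although what they would show was written down before their values were computed.

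Reads of Gm10800, Gm10801 and Gm21738, which the paper does not discuss, took 1.86% of the reads in the median NS cell and 0.0567% in the median LS cell, a signal in NS cells above the level of LS cells. Gm10800 (chromosome 2 of GRCm38, 98666547 to 98667301) had a mean of 22034 FPKM in NS and 1268 FPKM in LS cells. Gm10801 (chromosome 2, 98662237 to 98664083) had 5047 and 279 FPKM, and Gm21738 (chromosome 14, 19415857 to 19418930) had 2148 and 120 FPKM. Such predicted genes can lie in repeated sequence, so their reads need not come from mRNA.

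Sensory receptor genes, which cortical neurons do not use, gave a matching picture. Their mean FPKM stood at 42.2% of the level of an even spread over exons in the median NS cell and at 2.54% in the median LS cell. The index reached 213% in NS_15. At least 1 read was found for 53.5 of the 1028 receptor genes in the median NS cell (10 to 209) and for 9 in the median LS cell (0 to 208), on 13 and 6 chromosomes in the median cell. The level was at least 10% in 9 of 12 NS cells and in 4 of 35 LS cells.

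A candidate explanation is that DNA of the nucleus was amplified together with the mRNA and took a larger part of the NS libraries. The prediction was a receptor-gene level above 10% of an even spread in NS cells and higher than in LS cells, and the value of 42.2% met it. The spread of such reads over many chromosomes argues against a few receptor genes that are truly expressed. Whether NS cells held more DNA or less mRNA is not told by these values, since a smaller amount of mRNA with an equal amount of DNA would raise the index alike. FPKM is scaled to the total of its cell, so fewer reads do not by themselves raise the index, but depth stays open because the 3 deepest NS cells had 3 of the 4 lowest values. NS_12, NS_14 and NS_16, with 883565, 672429 and 620586 reads, had 15.1%, 3.29% and 2.89%, whereas NS_6, NS_7 and NS_15, with 149048, 171298 and 194916 reads, had 103%, 100.1% and 213%. The order is not strict, since NS_2 with 157716 reads had 33.2% and NS_13 with 375939 reads had 4.19%. Batches were not examined, since the cells carry no date. A biological difference between LS and NS cells stays open as untested.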

How the results depend on the processing

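The settings with a receptor-gene level under 10%, with older symbols of channel genes, with Grina and with the cell's own reads as total were chosen only after the data were seen. No result had a test, so a log2 ratio counts as moved when it shifted by more than the exact 95% interval of its pooled reads, which covers counting error only, and any other result when its rounded value changed. Among the main comparisons, 95 values under alternatives moved, 5 reversed and 26 did not move. For the other families and the named genes the numbers were 253, 46 and 149. All values are log2 ratios of LS to NS unless another quantity is named, and the cause of a move or reversal was not tested unless it is given.

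Over the 47 cells the log2 ratios were 2.65 for Rtn4r, 1.84 for the Na/K-ATPase, -1.74 for kainate, 0.28 for NMDA, 1.59 for GABA and 1.75 for muscarinic receptors. Those of Rtn4r, the Na/K-ATPase and GABA receptors stayed above 0 and that of kainate receptors stayed below 0 under every setting that gave a value, whereas NMDA and muscarinic receptors changed direction in some. Rtn4r had no ratio under the median over cells, with at least 3000 genes or among cells with more excitatory markers, since the NS value was 0. Fgf13 had none over the 47 cells.

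With all 63 cells, Rtn4r had 1.51, kainate -1.03, NMDA 0.22 and GABA receptors 0.83, and dopamine receptors (-0.13), Ckb (-0.0056) and Cux2 (0.038) reversed. The median correlations were 0.466 for LS and 0.114 for NS cells, the difference in the tree 5.88 percentage points and the mean number of genes 5349.

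Pooled reads gave 2.03 for Rtn4r, 1.38 for the Na/K-ATPase, -2.16 for kainate receptors, and reversed values of 0.20 for K channels and -0.059 for NMDA receptors. Medians over cells gave 1.94 for the Na/K-ATPase, -1.22 for kainate, 0.18 for NMDA, 1.95 for GABA and 3.42 for muscarinic receptors. They reversed Cl channels (1.58), AMPA receptors (6.77), delta receptors (0.25), Cux1 (3.62) and Cux2 (0.66).

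Means of log2(FPKM + 1) gave 2.63 for the Na/K-ATPase, -0.84 for kainate, 0.54 for NMDA, 1.30 for GABA and 2.16 for muscarinic receptors. They reversed Cl channels (0.29), K channels (0.018), AMPA receptors (2.16), Cux1 (1.10) and Cux2 (0.26). Means of log2(FPKM + 0.1) gave 4.96 for Rtn4r, 2.86 for the Na/K-ATPase, -0.75 for kainate, 0.97 for NMDA and 3.06 for muscarinic receptors. They reversed Cl channels (0.97), K channels (0.019), AMPA receptors (3.76), ionotropic serotonin receptors (-0.13), cannabinoid receptors (0.21), Cux1 (2.17) and Cux2 (0.75).

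Thinning to 200000 reads, which leaves 35 LS and 8 NS cells, gave 1.97 for Rtn4r, 1.63 for the Na/K-ATPase, 1.49 for GABA and 1.64 for muscarinic receptors, and reversed K channels (0.43), NMDA receptors (-0.13) and Cux1 (0.99). The median correlations were 0.456 and 0.123 for LS and NS cells, the tree gave 12.5 percentage points and the number of genes was 5404.

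Cells with at least 3000 genes (33 LS and 6 NS) gave 1.66 for the Na/K-ATPase, -2.14 for kainate, 0.71 for NMDA, 1.25 for GABA and 0.90 for muscarinic receptors, and reversed metabotropic glutamate receptors (-0.21) and Cux1 (1.47). Their correlations were 0.488 for LS and 0.0921 for NS cells, and the tree gave 16.7 points. Cells with more excitatory than inhibitory markers (30 LS and 2 NS) gave 2.40 for the Na/K-ATPase, -1.14 for kainate, 0.63 for NMDA, 0.99 for GABA and 2.45 for muscarinic receptors. They reversed Na channels (1.20), Ca-activated K channels (0.080), AMPA receptors (1.03), ionotropic serotonin receptors (-1.77), Cux1 (2.26) and Cux2 (0.52), and had correlations of 0.490 and 0.114.

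CPM in place of FPKM gave 1.91 for the Na/K-ATPase, -1.88 for kainate, 0.65 for NMDA, 1.49 for GABA and 1.85 for muscarinic receptors, and reversed AMPA receptors (0.49). Equal weight for each gene gave 1.26 for the Na/K-ATPase, -3.45 for kainate and 0.73 for GABA receptors, and reversed NMDA (-0.059), muscarinic (-0.27) and AMPA receptors (0.73).

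Among the 31 LS and 3 NS cells with a receptor-gene level under 10%, Rtn4r had 0.51, the Na/K-ATPase 1.34, kainate -2.83, GABA 0.86 and muscarinic receptors 0.64. Reversed there were Cl (0.38), Na (0.22) and K channels (1.04), NMDA (-0.61), metabotropic glutamate (-0.45) and metabotropic GABA receptors (-0.59), and Cux1 (0.78). The correlations were 0.461 and 0.202, the tree gave 33.3 points and the number of genes was 5424. The older symbol of Clcn4 reversed Cl channels (0.44), and Grina raised NMDA receptors to 1.15. With the cell's own reads on the listed genes as total no log2 ratio moved.

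Leaving out each cell in turn gave 2.50 to 2.69 for Rtn4r, except that without NS_14 it is listed at 0 in NS cells. The range was 1.72 to 2.19 for the Na/K-ATPase, -1.90 to -1.35 for kainate, 0.15 (without NS_11) to 0.50 (without NS_16) for NMDA, 1.46 to 1.79 for GABA and 1.63 (without NS_14) to 2.72 (without NS_16) for muscarinic receptors. A single cell reversed Cl channels (-0.73 to 0.068, the highest without NS_12), AMPA receptors (-0.17 to 1.11, without NS_16), metabotropic glutamate receptors (-0.13 to 0.66, the lowest without LS_34), metabotropic serotonin receptors (-0.95 to 0.39, the highest without NS_14), Cux1 (-0.70 to 1.27, without NS_15) and Cux2 (-0.52 to 0.31, without NS_16). Without a reversal, 1 cell moved dopamine receptors from 1.11 to 3.18 (without NS_6), cannabinoid receptors from -1.24 to -0.032 (without NS_13), ionotropic serotonin receptors from 2.25 to 0.55 (without LS_14) or 3.08 (without NS_9), Ca-activated K channels from -1.19 to -0.34 (without NS_11), Fos from 2.62 to 1.94 (without LS_39) and Rhoa from 2.60 to 3.46 (without NS_9). Correlations ran from 0.476 to 0.484 for LS and from 0.0854 to 0.106 for NS cells, the tree from 8.33 to 9.09 points and the number of genes from 5159 to 5340.

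Correlations on linear FPKM were 0.605 for LS and 0.611 for NS cells, so the order of the groups was lost, and the tree gave 75.0 points. With log2(FPKM + 0.1) they were 0.471 and 0.0935, and with genes at 1 FPKM in at least 10% of cells 0.414 and 0.0792, where the tree gave 25.0 points. Complete linkage left the tree at 8.33 points. The number of genes was 3999 with FPKM above 5 and 5372 with a total that leaves out mitochondrial genes. With at least 1 FPKM for each marker 49 cells were left, and either form of the mitochondrial share left 47. Depth limits what can be said of genes without reads in NS cells, whose median depth was 316310 reads.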

Differences from the paper's values

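Grina as a member of the NMDA receptor family, the older symbols of channel genes and the cell's own reads as total were chosen only after the values had been seen, and all other settings named here were set before the data were examined. The values that the paper shows in Fig. 5B, C and D were read by eye and are rough. The genes of each family are not listed by the paper, so the families here need not hold the same members, and the values here are over 35 LS and 12 NS cells where the paper has 41 and 12.

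The deposited FPKM rest on scaled totals and are 0.847 of the FPKM from the cell's own reads (median over cells). The total without mitochondrial genes and thinning both replace the scaled total by own reads, so part of the change they give to the means below comes from that change of total. With the cell's own reads as total and nothing else changed, chosen after seeing the values, the means came within 1.5 times of the paper's for Na channels in LS (11.2 FPKM), GABA receptors in NS (4.26), nicotinic receptors in LS and NS (2.18 and 11.3), metabotropic glutamate receptors in LS (8.27), muscarinic receptors in LS and NS (32.0 and 9.54) and cannabinoid receptors in NS cells (12.2). Those of Cl channels (6.63) and NMDA receptors (12.7) in LS, of dopamine receptors in LS and NS (3.43 and 1.61), of cannabinoid receptors in LS (5.18) and of metabotropic serotonin receptors in NS cells (2.66) did not, and metabotropic serotonin receptors in LS cells (1.64, in place of 1.39) came to differ from the paper's mean, about 1 FPKM in Fig. 5D, read by eye.

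The paper states a median Pearson correlation of 0.58 for LS and 0.43 for NS cells, and the values here were 0.479 and 0.0931. A correlation was compared to the 2 decimals the paper prints, and an FPKM mean to within 1.5 times. For LS cells none of the 7 alternatives equalled the paper's value, and linear FPKM came nearest, with 0.466 over all 63 cells, 0.456 after thinning, 0.488 with at least 3000 genes, 0.490 in cells with more excitatory markers, 0.605 on linear FPKM, 0.471 with log2(FPKM + 0.1) and 0.414 with genes at 1 FPKM in at least 10% of cells. For NS cells the same alternatives gave 0.114, 0.123, 0.0921, 0.114, 0.611, 0.0935 and 0.0792, of which none equalled the paper's value, linear FPKM lying above it and the others below. The paper does not name the scale of its correlation.

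For Cl channels the paper's LS mean is about 15 FPKM in Fig. 5B, read by eye, and the value here was 5.62 FPKM. No alternative closed this gap (3.51 to 6.81 FPKM). With the older symbol of Clcn4, chosen after seeing the values, it was 10.5 FPKM, which is within 1.5 times. For Na channels the paper's LS mean is about 15 FPKM in Fig. 5B, read by eye, against 9.45 FPKM. A total without mitochondrial genes (11.5), thinning (11.3), at least 3000 genes (10.02) and more excitatory markers (10.8) came within 1.5 times, whereas all 63 cells (8.65), pooled reads (9.74) and medians (7.45) did not.

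For NMDA receptors the paper's LS mean is about 59 FPKM in Fig. 5C, read by eye, and the value here was 10.7 FPKM, with 10.02 to 13.0 FPKM over the alternatives, none of which closed the gap. With Grina, chosen after seeing the values, it was 49.8 FPKM in LS cells, which is within 1.5 times, but then the NS mean was 22.4 FPKM in place of 8.83, while the paper's NS mean is about 9 FPKM in Fig. 5C, read by eye.

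For GABA receptors the paper's NS mean is about 6 FPKM in Fig. 5C, read by eye, against 3.59 FPKM. All 63 cells (5.15), a total without mitochondrial genes (4.34), thinning (4.53), at least 3000 genes (4.82) and more excitatory markers (5.78) came within 1.5 times, and pooled reads (3.45) and medians (2.82) did not. For nicotinic receptors the paper's means are about 3 FPKM in LS and about 15 FPKM in NS cells in Fig. 5C, read by eye, against 1.84 and 9.46 FPKM. The total without mitochondrial genes closed both gaps (2.25 and 11.4), thinning that of LS (2.35) and at least 3000 genes that of NS cells (11.8). All 63 cells, pooled reads, medians and more excitatory markers closed neither.

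For metabotropic glutamate receptors the paper's LS mean is about 12 FPKM in Fig. 5D, read by eye, against 7.01 FPKM, and a total without mitochondrial genes (8.50) and thinning (8.48) came within 1.5 times, whereas the other alternatives (6.25 to 7.86) did not. For muscarinic receptors the paper's means are about 42 FPKM in LS and about 14 FPKM in NS cells in Fig. 5D, read by eye, against 27.1 and 8.05 FPKM. A total without mitochondrial genes (32.8 and 9.63), thinning (31.7 and 10.2) and at least 3000 genes (28.8 and 15.4) closed both gaps. Pooled reads (30.4) and more excitatory markers (30.8) closed that of LS cells alone, and all 63 cells and medians closed neither.

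For dopamine receptors the paper's means are about 9 FPKM in LS and about 5 FPKM in NS cells in Fig. 5D, read by eye, against 2.91 and 1.35 FPKM. No alternative reached the LS mean (3.01 to 4.44), and all 63 cells (3.91) came within 1.5 times of the NS mean, whereas the others did not. For cannabinoid receptors the paper's means are about 8 FPKM in LS and about 16 FPKM in NS cells in Fig. 5D, read by eye, against 4.38 and 10.3 FPKM. The total without mitochondrial genes closed both gaps (5.35 and 12.4), and thinning (18.6) and more excitatory markers (22.8) closed that of NS cells, whereas all 63 cells, pooled reads and at least 3000 genes closed neither. For metabotropic serotonin receptors the paper's NS mean is about 1 FPKM in Fig. 5D, read by eye, against 2.25 FPKM. Medians (0.897) and at least 3000 genes (1.43) closed this gap, and all 63 cells, pooled reads, the total without mitochondrial genes, thinning and more excitatory markers did not.

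The paper removed cells for their mitochondrial share, and here 0 cells passed its limit. Its scores removed fewer cells than the 13 removed here. The paper describes groups from Pearson correlation that mostly match LS and NS cells, and here the tree parted 1 NS cell from the other 46 cells. On linear FPKM, however, the share of cells in the larger group differed by 75.0 percentage points between LS and NS cells, and with genes at 1 FPKM in at least 10% of cells by 25.0 points. The linear split may rest on Gm10800, the highest gene of NS cells, which was not tested. The paper describes muscarinic receptors as lacking appreciable expression in NS cells, and here 9 of 12 NS cells had reads of the family, with a mean of 8.05 FPKM and a median of 1.92 FPKM. Such reads need not come from mRNA, since most NS libraries also carried reads of sensory receptor genes. They therefore do not contradict the paper. The paper tests genes and families with cells as replicates, while no test was made here because the cells of a group were 1 sample.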

Other observations

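The tests of inhibitory neurons among LS cells, of inhibitory markers as neuronal genes, of genomic DNA as a source of noise in correlations, and of genes used by nearly all cells as a measure of dilution were chosen only after the results were seen, as was the group of cells with a receptor-gene level under 10%.

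Rtn4r, Nptxr and Rgs7 had higher FPKM in LS cells, and several technical explanations were weighed. Less neuronal RNA in NS libraries is a candidate explanation, since genes of neurons in general had a median log2 ratio of 2.19, above the value of 1 written down beforehand, with 7 of 8 higher in LS cells. These were Tubb3 (6.65), Stmn2 (4.77), Rbfox3 (3.85), Uchl1 (2.50), Nefl (1.89), Syt1 (1.84) and Snap25 (1.43), while Map2 had -0.75. Over all 63 cells their median was 1.39, and among the 31 LS and 3 NS cells with a receptor-gene level under 10% it was 0.96 (7 genes, 4 higher in LS). Inhibitory markers had a median log2 ratio of -2.86 (-2.48 over all 63 cells), but 6 of 12 NS and 4 of 35 LS cells had more inhibitory than excitatory markers, which would raise them in NS cells with or without such a loss. A loss that takes all neuronal genes alike and one limited to RNA of excitatory neurons thus cannot be told apart, and no ratio relative to the general neuronal genes was computed. A biological difference between LS and NS cells stays open as untested.

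A larger share of inhibitory neurons among NS cells could also lower these genes. In the 4 LS cells with more inhibitory than excitatory markers, the mean FPKM as a percentage of that in the 31 other LS cells had a median of 3.67% over the 3 genes. Rtn4r had 0 against 35.7 FPKM, Nptxr 6.39 against 174 FPKM and Rgs7 1.15 against 27.1 FPKM. Nptxr still had 177 FPKM in the 30 LS cells and 6.77 FPKM in the 2 NS cells with more excitatory markers, a log2 ratio of 4.70 in place of 5.11, and Rtn4r was listed at 0 in those NS cells. The class of these 2 NS cells is unsure, however. NS_8 had 28.0 FPKM of excitatory and 19.8 FPKM of inhibitory markers at a receptor-gene level of 116%. NS_9 had 3.27 and 0.34 FPKM at a level of 51.1%. Such marker reads may be background, so these values do not argue against the explanation. Since only 4 such LS cells and 2 NS cells with more excitatory markers exist, cell type and response to light cannot be told apart for these genes.

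Genomic DNA reads that dilute RNA reads in NS libraries were tested in the cells with a receptor-gene level under 10%. The log2 ratio of Rtn4r was 0.51 there in place of 2.65, that of Rgs7 4.48 in place of 6.63 and that of Nptxr 4.66 in place of 5.11. In these 3 NS cells all reads of the 3 genes lie in NS_14, which also holds all reads of Rtn4r and Rgs7 over the 12 NS cells, so the NS means of these 2 genes rise only because fewer cells without reads are averaged. The values decide nothing for any of the 3 genes, and dilution and a difference in expression cannot be told apart for Rtn4r. For Nptxr and Rgs7 the genes used by nearly all cells give a measure over the 47 cells, since dilution would lower all RNA reads alike. Their median log2 ratio was 1.12 and the highest was 2.81, below the lower limits of 4.59 and 4.85 for the pooled reads of Nptxr and Rgs7 (counting error only), so dilution does not account for most of these 2 ratios. For the Na/K-ATPase the ratio was 1.34 in place of 1.84, more than 50% of its value, but leaving out each of the 3 NS cells moved it between 0.79 and 3.03, so they cannot be told apart there either. Its 1.84 over the 47 cells also lay below the median of 2.19 of genes of neurons in general. Less neuronal RNA in NS libraries thus stays a candidate for this family.

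The lower median correlation of NS cells was weighed against depth. The difference between LS and NS medians was 0.386 over the 47 cells and 0.333 after thinning to 200000 reads, and it was 0.396 among cells with at least 3000 genes (33 LS and 6 NS). Depth alone thus does not account for most of the difference on the log scale. The cells with at least 3000 genes cannot decide on gene number, since their means still differed (6101 genes in LS and 4725 in NS cells). They also kept NS_6, NS_7 and NS_8, with receptor-gene levels of 103%, 100.1% and 116%. Left out were NS_13 (4.19%) and NS_14 (3.29%). Among the cells with a receptor-gene level under 10% the difference between the medians was 0.259, still more than 50%, but with 3 NS cells noise from genomic DNA and diversity of NS cells cannot be told apart. On linear FPKM the difference was absent, with 0.605 for LS and 0.611 for NS cells. Linear values rest mostly on the highest genes, and the highest of NS cells was Gm10800, whose reads need not come from mRNA. They therefore do not tell whether NS cells are as alike as LS cells in their mRNA.

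The tree parted a single cell, NS_15, from the others. It had 1884 genes with FPKM above 1, against a median of 5573 in the larger group, as an effect of gene number predicts. Against this, LS_43 with 1640 genes, and NS_6, NS_2 and NS_7 with fewer reads (149048, 157716 and 171298) than NS_15 (194916), lie in the larger group. NS_15 also has the highest receptor-gene level of the 63 cells, 213%. With 1 cell in the smaller group, few genes together with few reads, genomic DNA reads and a difference in expression cannot be told apart.

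The astrocyte score was above 0 in 10 cells, more than the study removed for glial scores. RNA from astrocytes taken up with the soma is a candidate source. Abundant astrocyte genes had a median log2 ratio of 2.46 between these 10 and the other 50 cells, with Slc1a2 at 3.21, Slc1a3 at 2.73, Gja1 at 2.46, Aldoc at 2.18 and Clu at 1.24, above the value of 1 written down beforehand. All 5 genes are also on the list of astrocyte markers below, and how many of them neurons also express was not examined.

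The remaining lists gave these medians of the log2 ratio of LS to NS over the 47 cells, then over all 63 cells. Excitatory markers had 1.04 (3 of 4 higher in LS) and 0.84, astrocyte markers -1.34 (3 of 9) and 0.16, oligodendrocyte markers -1.85 (2 of 6) and -1.42, microglia markers -0.96 (2 of 8) and -0.70, and endothelial markers -2.89 (1 of 4) and -1.25. Genes used by nearly all cells had 1.12 and 0.83, immediate-early genes 1.33 and 1.26, and genes of the Y chromosome 1.47 (3 of 4) and 1.79. Blood genes had 8.51 (2 of 2) and 6.66, from Hbb-bs with 739 ± 4294 FPKM in LS cells (18579 reads in 13 of 35 cells) and 0.478 FPKM in NS cells (3 reads in 2 of 12). In the cells with a receptor-gene level under 10%, 2 lists changed direction, with medians of 1.81 for oligodendrocyte markers (4 genes) and -0.074 for genes of the Y chromosome (2 genes). The others had 1.44 for excitatory markers (2 genes), -4.16 for inhibitory ones, -1.90 for astrocytes, -0.26 for microglia, 0.96 for genes used by nearly all cells and 0.68 for immediate-early genes, while the endothelial (-4.63) and blood (4.84) values rest on 1 gene each. No explanation of these values was tested.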
